# FGF1^ΔHBS^ ameliorates chronic kidney disease via PI3K/AKT mediated suppression of oxidative stress and inflammation

**DOI:** 10.1038/s41419-019-1696-9

**Published:** 2019-06-12

**Authors:** Dezhong Wang, Mengyun Jin, Xinyu Zhao, Tianyang Zhao, Wei Lin, Zhengle He, Miaojuan Fan, Wei Jin, Jie Zhou, Lingwei Jin, Chao Zheng, Hui Jin, Yushuo Zhao, Xiaokun Li, Lei Ying, Yang Wang, Guanghui Zhu, Zhifeng Huang

**Keywords:** Cell biology, Molecular biology

## Abstract

Currently, there is a lack of effective therapeutic approaches to the treatment of chronic kidney disease (CKD) with irreversible deterioration of renal function. This study aimed to investigate the ability of mutant FGF1 (FGF1^ΔHBS^, which has reduced mitogenic activity) to alleviate CKD and to study its associated mechanisms. We found that FGF1^ΔHBS^ exhibited much weaker mitogenic activity than wild-type FGF1 (FGF1^WT^) in renal tissues. RNA-seq analysis revealed that FGF1^ΔHBS^ inhibited oxidative stress and inflammatory signals in mouse podocytes challenged with high glucose. These antioxidative stress and anti-inflammatory activities of FGF1^ΔHBS^ prevented CKD in two mouse models: a diabetic nephropathy model and an adriamycin-induced nephropathy model. Further mechanistic analyses suggested that the inhibitory effects of FGF1^ΔHBS^ on oxidative stress and inflammation were mediated by activation of the GSK-3β/Nrf2 pathway and inhibition of the ASK1/JNK signaling pathway, respectively. An in-depth study demonstrated that both pathways are under control of PI3K/AKT signaling activated by FGF1^ΔHBS^. This finding expands the potential uses of FGF1^ΔHBS^ for the treatment of various kinds of CKD associated with oxidative stress and inflammation.

## Introduction

Chronic kidney disease (CKD) is an irreversible disease characterized by progressive deterioration of renal function and, ultimately, uremia^1^. Currently, there are few efficient therapeutic approaches to treat this disease, thereby imposing enormous health and economic burdens on patients^2^. The etiology of CKD varies, including metabolic diseases (e.g., obesity, diabetes mellitus), hypertension, and drug intoxication^3^. Furthermore, there are complicated mechanisms involved in the initiation and progression of CKD, of which inflammation and oxidative stress are regarded as two major contributors^4^.

It has been generally accepted that there is low-grade inflammation in the initial stages of CKD associated with renal dysfunction^5,6^. Subsequently, amplified and continued inflammation accompanies the progression of CKD, during which IL-6 and TNF-α remain persistently elevated^7^. Moreover, inflammation and oxidative stress are mutually induced; each worsens in the presence of the other^8,9^. For example, the activity of NF-κB, a vital transcription factor in the inflammatory response, is directly enhanced by reactive oxygen species (ROS)^10,11^. On the other hand, NF-κB induces ROS production through the regulation of gp91phox^12^. Several lines of evidence suggest that ROS levels are upregulated and the capacity of the antioxidant system is largely damaged in the early stages of CKD, even before the initiation of inflammation^4,13–15^. As with inflammation, severe oxidative stress occurs during the progression of CKD. Therefore, drugs designed to attenuate inflammation and oxidative stress are promising strategies to slow the progression of CKD.

Although regarded as a paracrine hormone involved in embryonic development, wound healing, neurogenesis, and mitogenesis, fibroblast growth factor 1 (FGF1) has recently been found to be an efficient insulin sensitizer for the alleviation of type 2 diabetes mellitus and an important factor for maintaining the normal function of adipose tissue and metabolic homeostasis^16,17^. Subsequent studies have demonstrated that the metabolic regulation of FGF1 is associated with its anti-inflammatory effects^17–19^. Wu et al.^20^ found that wild-type FGF1 administration attenuated the production of reactive oxygen and nitrogen species in *db/db* mice. However, this report did not elucidate the precise signaling cascades regulated by FGF1 related to cellular oxidative stress; the underlying mechanisms remain elusive. Therefore, further exploration of FGF1-regulated signaling pathways involved in redox homeostasis is necessary to elucidate the molecular mechanisms mediating the protective effect of FGF1 on renal function.

Wild-type FGF1-induced hyperproliferation, which leads to an increased risk of tumorigenesis^21^, has become the primary obstacle for its wide application, particularly for chronic diseases, and including CKD. Guided by detailed insights into the structure of FGFs and FGFRs, we recently engineered an FGF1 partial agonist carrying three mutations (Lys127Asp, Lys128Gln, and Lys133Val, termed FGF1^ΔHBS^) that shows decreased ability to induce heparan sulfate (HS)-assisted FGF receptor (FGFR) dimerization and activation^22^. As expected, FGF1^ΔHBS^ exhibited dramatically reduced proliferative potential with the full metabolic activity of FGF1^WT^ in vitro and in vivo^22^. In this study, we used two CKD mouse models (the diabetic nephropathy (DN)- and adriamycin (ADR)-induced nephropathy (AN) mouse models) to investigate the effects of FGF1^ΔHBS^ on CKD. We showed that both structural and functional renal deterioration in CKD mice was markedly reversed by FGF1^ΔHBS^-mediated AKT activation associated with the inhibition of apoptosis signal-regulating kinase 1 (ASK1)-mediated c-Jun N-terminal kinase (JNK) activation and the restoration of cellular redox homeostasis via the GSK-3β/Nuclear factor erythroid-2-related factor 2 (Nrf2) signaling cascade.

## Results

### rFGF1^ΔHBS^ shows reduced proliferative activity

We first studied the proliferative state of kidney tissue from normal mice treated with recombinant wild-type human FGF1 (rFGF1^WT^) or rFGF1^ΔHBS^ at a dose of 2 mg/kg body weight for 3 weeks. Kidney tissues were isolated and stained for PCNA or Ki-67. Immunohistochemical analyses showed that rFGF1^WT^ induced a large increase in PCNA- and Ki-67-positive cells that were largely abolished in rFGF1^ΔHBS^-treated mice (Fig. 1a). Consistent with this result, protein expression levels of PCNA and Ki-67 were much higher in renal tissues of rFGF1^WT^-treated mice, with only minimal upregulation in rFGF1^ΔHBS^-treated mice **(**Fig. 1b). These data suggest that structure-based FGF1 mutants with reduced mitogenic activity may be appropriate for the treatment of CKD.

**Fig. 1:**
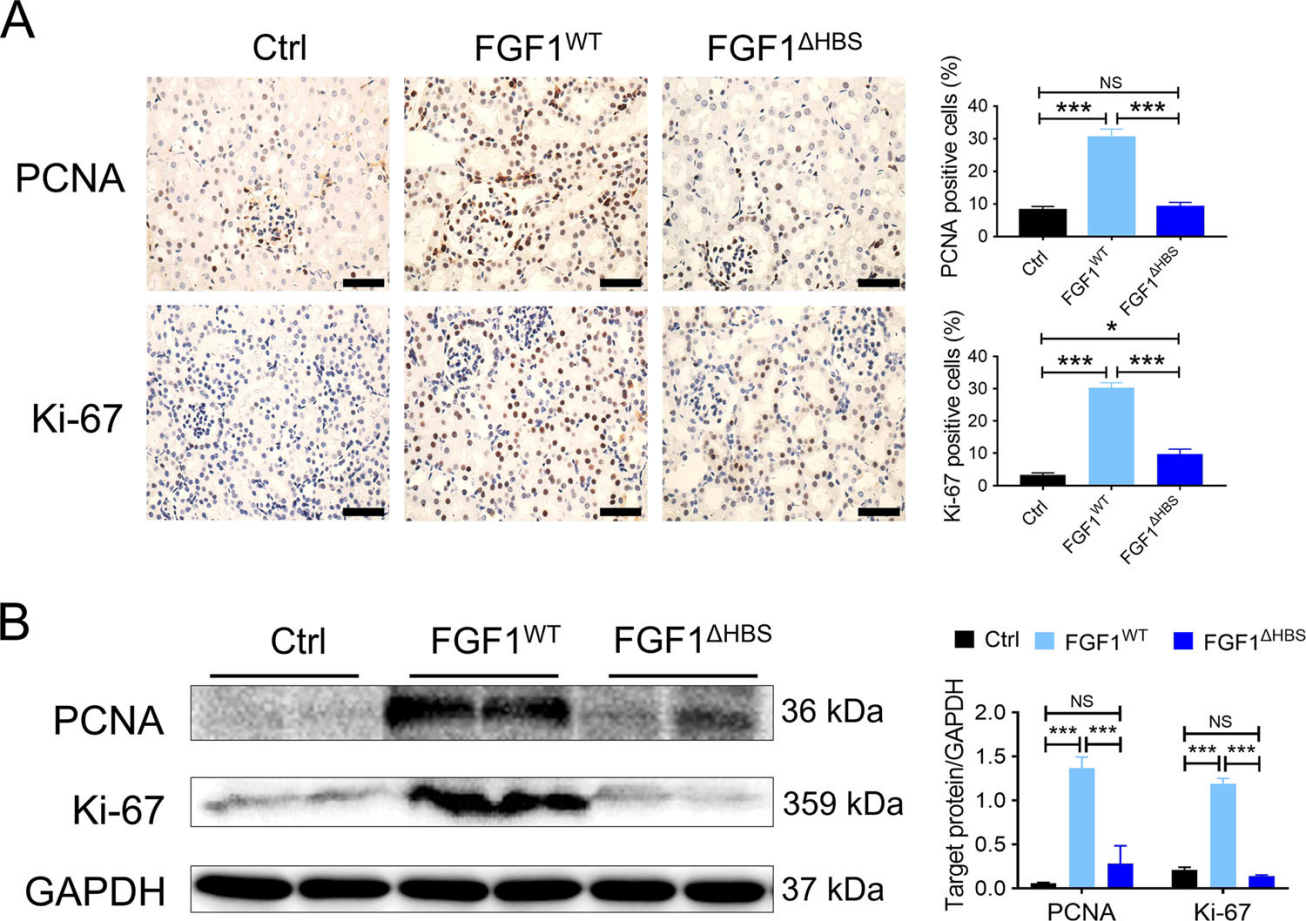
rFGF1^ΔHBS^ exhibits reduced mitogenic activity in renal tissue compared to rFGF1^WT^. C57BL/6J mice after 3 weeks of chronic administration of rFGF1 ^WT^ (2 mg/kg body weight), rFGF1^ΔHBS^ (2 mg/kg body weight), or control vehicle. **a** Representative images of PCNA or Ki-67 immunohistochemical staining of renal tissues (left panel) and quantitation using ImageJ software (right panel). Scale bar, 50 μm. **b** Expression of PCNA and Ki-67 in renal tissue as measured by western blot analyses (left panel) and quantitation using ImageJ software (right panel). Data are presented as the mean ± SEM (*n* = 6). *p < 0.05, ***p *<* 0.001

### rFGF1^ΔHBS^ ameliorates renal dysfunction in T2D mice

DN accounts for 50% of end-stage renal disease cases^2,23^. We assessed the protective effects of rFGF1^ΔHBS^ on T2D-induced DN according to the protocol detailed in the methods section (Fig. 2a), in which rFGF1^ΔHBS^ (0.5 mg/kg body weight) was injected intraperitoneally (i.p.) into *db/db* mice every other day for 12 weeks. Consistent with the findings in our previous study^22^, blood glucose levels (a major risk factor for DN) in *db/db* mice were markedly reduced by rFGF1^ΔHBS^ (Fig. 2b). Serum levels of blood urea nitrogen (BUN) (a marker of renal injury) were largely reduced (Fig. 2c), and the aberrant glomerular filtration rate (GFR) (estimated by the urine albumin-to-creatinine ratio) was restored in rFGF1^ΔHBS^-treated *db/db* mice (Fig. 2d). Then, histological analyses were performed to assess the protective role of rFGF1^ΔHBS^ in the structural remodeling of the kidney. Hematoxylin and eosin (H&E), Masson’s trichrome, and periodic acid Schiff (PAS) staining showed that mesangial expansion, renal fibrosis, and glycogen content were markedly reduced by rFGF1^ΔHBS^ treatment (Fig. 2e–g). Immunohistochemistry showed that the loss of Wilms’ tumor 1 (WT-1)-positive cells (a podocyte biomarker^24–26^) in *db/db* mice was rescued by rFGF1^ΔHBS^, indicating that the primary renal podocyte lesions and related dysfunction were largely alleviated (Fig. 2e, h). Furthermore, electron microscopy analysis demonstrated that diabetes-induced glomerular damage (including the disruption of podocyte foot processes and basement membrane thickening) was substantially alleviated by rFGF1^ΔHBS^ (Fig. 2i). Based on these findings, FGF1^ΔHBS^ is a potential therapeutic protein with considerable ability to improve DN, primarily by protecting against podocyte injury. Furthermore, as observed in normal mice, *db/db* mice treated for 12 consecutive weeks with rFGF1^ΔHBS^ showed less mitogenic activity in renal tissues than those in the vehicle control group (Fig. S1).

**Fig. 2:**
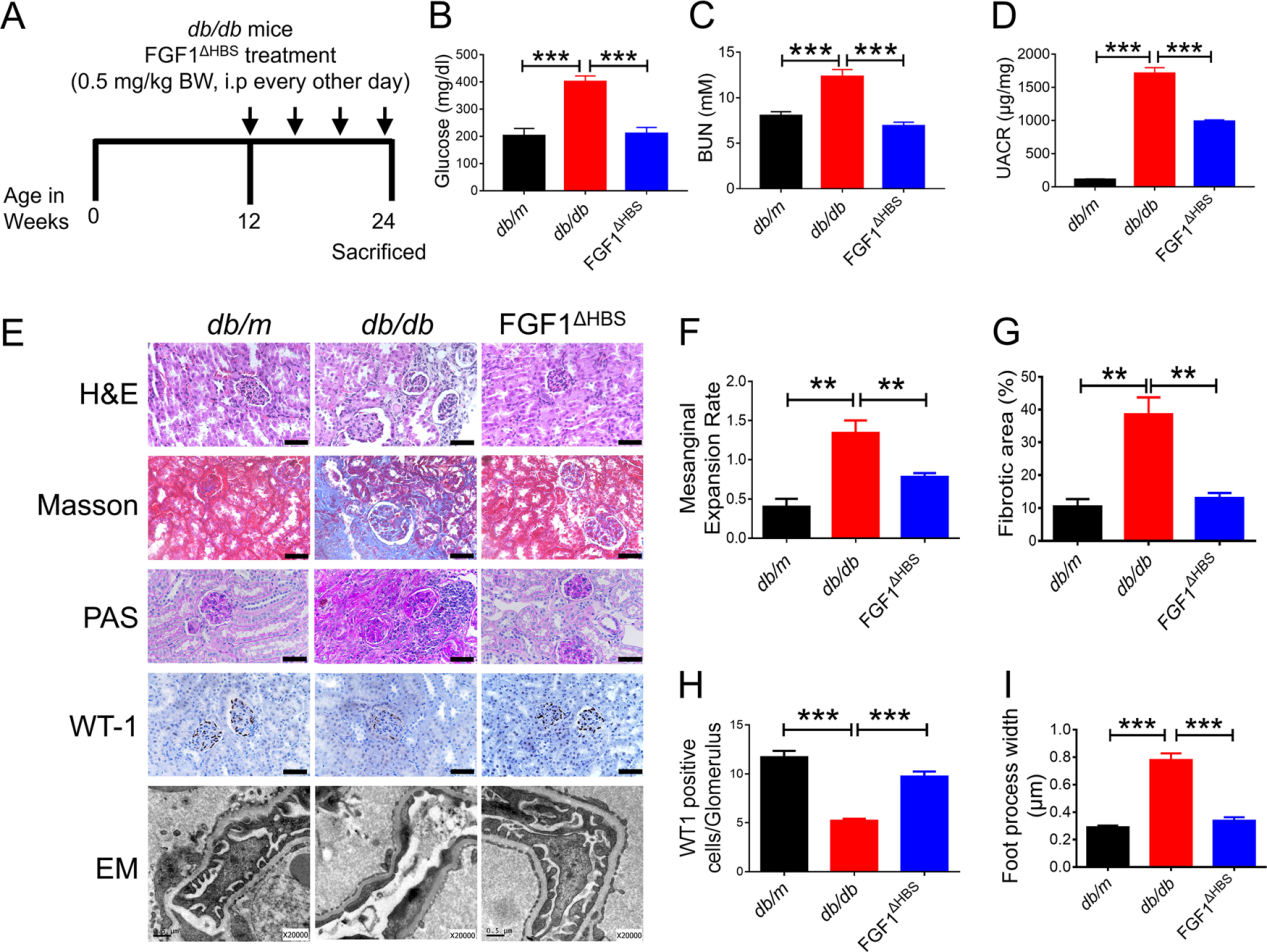
rFGF1^ΔHBS^ ameliorates diabetic nephropathy in *db/db* mice. **a** Schematic diagram of the chronic rFGF1^ΔHBS^ treatment schedule for *db/db* mice. **b**–**i** *db/db* mice were treated with rFGF1^ΔHBS^ (0.5 mg/kg body weight) or buffer control for 12 weeks; littermate *db/m* mice served as additional controls. **b**–**d** Blood glucose levels (**b**), blood urea nitrogen (BUN) levels (**c**) and urine albumin-to-creatinine ratio (UACR) (**d**) in each group. **e** Representative images of hematoxylin and eosin (H&E) staining, Masson’s trichrome staining, periodic acid Schiff (PAS) staining, immunohistochemistry staining with WT-1 antiserum, and electron microscopy (EM) images of renal tissues in each group. Scale bar, 50 μm for H&E, Masson’s trichrome, PAS, and WT-1 staining images; Scale bar, 0.5 μm for EM images. **f–i** Quantification of mesangial expansion (**f**), fibrosis area (**g**), WT-1-positive cells (**h**), and podocyte foot process effacement (**i**) in renal tissues from each group. Data are presented as the mean ± SEM (*n* = 5). **p *<* 0.01, ***p *<* 0.001

### rFGF1^ΔHBS^ prevents DN-induced inflammation and oxidative stress

To elucidate the underlying mechanisms mediating the protective effect of rFGF1^ΔHBS^, RNA-sequencing (RNA-Seq) analysis was performed on mouse podocytes (MPCs) treated with rFGF1^ΔHBS^ or rFGF1^WT^ (100 ng/mL) under high-glucose (HG, 25 mM) conditions (Fig. 3a). 

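RNA-Seq covered 6 libraries of MPCs, a conditionally immortalized line of mouse podocytes, the epithelial cells that wrap the filtering capillaries of the glomerulus. This line multiplies in the presence of interferon gamma and differentiates once interferon gamma is withdrawn. The libraries formed 3 groups of 2, namely HG alone, HG with rFGF1 WT and HG with rFGF1 ΔHBS, the partial agonist whose mutations weaken receptor dimerization assisted by heparan sulfate. Cells were starved for 12 h, pretreated with 100 ng/mL of the protein for 1 h and exposed to 25 mM glucose for 12 h. Libraries at normal glucose were not analysed here, so the response to HG itself was not measured. The authors sequenced poly(A) RNA from both ends of each fragment and deposited 1 table of FPKM, the fragments assigned to a gene divided by the length of its transcripts and by the mapped fragments of the library. The table lists 24469 loci, of which 12977 carry identifiers of assembled transcripts and 11492 carry Ensembl identifiers, and 519 loci merge the names of several genes. The paper's text does not name the aligner, the assembler or the genome build. Of the 78903 Ensembl transcripts in the table, 78602 were present in the mouse GENCODE annotation of GRCm38, from which positions were taken. FPKM summed to 181410 and 179594 in the HG libraries, 185168 and 183144 with rFGF1 WT, and 180071 and 182130 with rFGF1 ΔHBS. FPKM hold no read totals, so the depth of each library is unknown. Low values of loci with a single transcript, multiplied by transcript length, lay mostly on steps read as single covered bases. These steps gave depths between 0.973 and 1.01 relative to the first HG library. Across the tested genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.916 to 0.923 between replicates and 0.895 to 0.924 between libraries of different groups.

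Because FPKM are not counts, log2(FPKM + 1) was tested with limma, with a trend of the variance on the mean, in one fit of all 6 libraries that left 3 residual degrees of freedom. The fit covered the 10562 loci with a mean FPKM of at least 1. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, which are the limits given in the study's methods. Every log2 fold change is on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. With 2 libraries per group an exact permutation test cannot give a p below 0.333, so none was used. At least 1 library was listed at exactly 0 for 290 of the tested loci (2.75%), 11 of them with a mean FPKM of at least 50, and a 0 in such a table can be a failed estimate. Values of genes with such a 0 are therefore given for each library, without a fold change.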

We found that many inflammatory genes (including *Lbp*, *Ifngr2*, *Cxcl12*, and *Il17rb*) induced by HG were substantially abrogated (Fig. 3b), while antioxidative stress signals (including *Nfe2l2*, *Sod2*, *Nqo1*, and *Nox4*) induced by HG were upregulated by both rFGF1^WT^ and rFGF1^ΔHBS^ (Fig. 3d). These results were further validated using real-time PCR analysis, which showed that inflammatory and antioxidative signals were inhibited and enhanced, respectively, by rFGF1^ΔHBS^ and rFGF1^WT^ (Fig. 3c and e). 

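Of the 7 inflammatory genes plotted in Fig. 3b, 6 had a mean FPKM of at least 1 and were tested. *Lbp*, which encodes the lipopolysaccharide-binding protein, lies on chromosome 2 of GRCm38 from 158306493 to 158332852. Its FPKM was 26.0 ± 0.541 (SD, n = 2) under HG, 15.1 ± 0.725 (SD, n = 2) with rFGF1 WT and 16.0 ± 1.99 (SD, n = 2) with rFGF1 ΔHBS. The log2 fold change of *Lbp* against HG was -0.74 (standard error 0.10, adjusted p = 0.0308, limma with Benjamini-Hochberg adjustment) with rFGF1 WT and -0.67 (adjusted p = 0.0376) with rFGF1 ΔHBS. A fit of only the 4 libraries compared gave rFGF1 ΔHBS an adjusted p of 0.0837, and a fit without the filter on low FPKM gave 0.0586 and 0.0682. *Cxcl12*, on chromosome 6 from 117168535 to 117181367, had 15.2 ± 1.61 FPKM (SD, n = 2) under HG and fell by 0.79 on the log2 scale (adjusted p = 0.0217) with rFGF1 WT and by 0.80 (adjusted p = 0.0216) with rFGF1 ΔHBS. In the fit of only the 4 libraries compared, these adjusted p were 0.0645 and 0.0615. *Ifngr2*, on chromosome 16 from 91547072 to 91565623, had 40.7 ± 0.0859 FPKM (SD, n = 2) under HG, 32.3 ± 11.4 with rFGF1 WT and 22.9 ± 1.10 with rFGF1 ΔHBS. Its changes of -0.37 (adjusted p = 0.428) and -0.80 (adjusted p = 0.147) did not reach an adjusted p of 0.05, although the latter had an adjusted p of 0.0415 in the fit of 4 libraries. The rFGF1 WT libraries of *Ifngr2* stood at 24.2 and 40.3 FPKM, and its log2 fold change was -0.01 without the first and -0.72 without the second. *Il17rb*, on chromosome 14 from 29996135 to 30008896, stayed below the filter with mean FPKM of 0.679 under HG, 0.135 with rFGF1 WT and 0.197 with rFGF1 ΔHBS. In the fit without that filter it fell by 0.56 (adjusted p = 0.0277) and 0.49 (adjusted p = 0.0374). Of the other genes in Fig. 3b, *Aif1l* and *Csf1r* fell by more than 2-fold with both proteins, whereas *Il33* rose from 0.481 FPKM under HG to 2.36 and 2.18 (adjusted p = 0.0166 and 0.0197, or 0.0524 and 0.0523 with 4 libraries). Of the 6 tested genes, 5 had an adjusted p under 0.05 over all genes with each protein, 4 of them lower and *Il33* higher. When adjusted over the list alone, 5 did with rFGF1 WT and 6 with rFGF1 ΔHBS, which is not independent evidence because the study chose the list on these libraries.

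Of the 9 genes of oxidative stress in Fig. 3d and e, 7 were tested. *Nfe2l2*, the gene of the transcription factor Nrf2, lies on chromosome 2 from 75675513 to 75704641. It rose from 30.1 ± 2.20 FPKM (SD, n = 2) under HG to 41.6 ± 0.578 with rFGF1 WT and 42.8 ± 0.0855 with rFGF1 ΔHBS. These log2 fold changes were 0.46 (adjusted p = 0.0360) and 0.49 (adjusted p = 0.0302), less than 2-fold, and the adjusted p were 0.0638 and 0.0541 without the filter on low FPKM and 0.0865 and 0.0766 in the fit of 4 libraries. *Sod2*, on chromosome 17 from 13006846 to 13040063, had 5.43 ± 0.577 FPKM (SD, n = 2) under HG and 5.90 ± 0.173 with rFGF1 WT, a log2 fold change of 0.10 (adjusted p = 0.506) that lay within the spread between the HG replicates. Without the first HG library this change was 0.01, and without the second 0.20. *Nqo1*, on chromosome 8 from 107388225 to 107403206, stayed below the filter with 0.168 ± 0.00527 FPKM (SD, n = 2) under HG and 0.325 ± 0.0478 with rFGF1 WT. Without the filter its log2 fold change was 0.18 (adjusted p = 0.168). *Nox4*, also below the filter, fell from 0.270 FPKM under HG to 0.0948 with rFGF1 WT and 0.134 with rFGF1 ΔHBS, with adjusted p of 0.0902 and 0.139 in the unfiltered fit. *Nos2* fell by 0.64 (adjusted p = 0.0458) and 0.65 (adjusted p = 0.0441), although without the filter these adjusted p were 0.110 and 0.102. They were also above 0.05 with 4 libraries (0.0896 and 0.0871) and under quantile normalization (0.0591 and 0.0536), and with rFGF1 WT under median-ratio scaling (0.0509). *Gsr* rose by 0.33 and 0.34, with adjusted p of 0.0299 and 0.0286 that became 0.0663 and 0.0682 with 4 libraries. Changes of *Gsto1*, *Prdx1* and *Cat* did not pass an adjusted p of 0.05, apart from *Prdx1* with rFGF1 WT under median-ratio scaling (adjusted p = 0.0396). The change of *Gsto1* was 0.56 with rFGF1 WT and 0.58 with rFGF1 ΔHBS, and 0.32 and 0.34 without the second HG library. In total, 3 of the 7 tested genes had an adjusted p under 0.05 over all genes with each protein, and 6 did when adjusted over the list alone, again on a list that the study chose on these libraries. The paper states from these panels that both proteins abrogated inflammatory genes and raised antioxidative signals, and it then turns to both processes in diabetic mice.

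**Figure D1:**
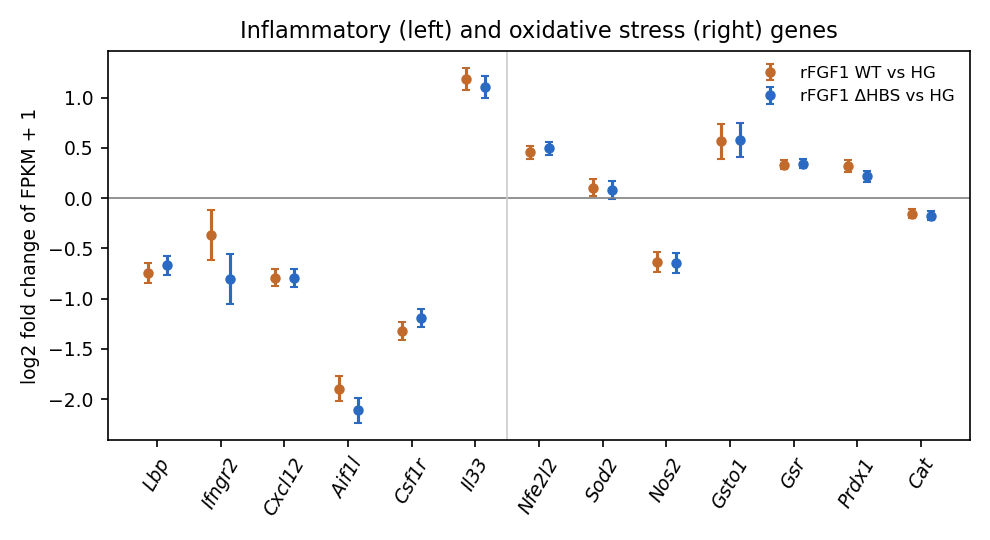
Log2 fold change against HG, on the log2(FPKM + 1) scale, of the inflammatory and oxidative stress genes tested from Fig. 3, for rFGF1 WT and rFGF1 ΔHBS. Points are limma estimates from 2 libraries per group and bars are standard errors, and *Il33* rises while *Lbp*, *Cxcl12*, *Aif1l* and *Csf1r* fall with both proteins.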

Consistent with the in vivo experiments, proliferative signals were significantly lower in MPCs treated with rFGF1^ΔHBS^ than in those treated with rFGF1^WT^ (Fig. S2).

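Of the 12 proliferation genes named in Fig. S2, 10 were tested between rFGF1 ΔHBS and rFGF1 WT, and 3 had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). When adjusted over the list alone, 4 did, which is not independent evidence because the study chose the list on these libraries. All 3 were lower with rFGF1 ΔHBS. *Ehbp1*, which encodes an EH-domain binding protein, was listed as a pair of loci. The more abundant locus had 15.6 and 17.9 FPKM in the rFGF1 WT libraries and was listed at 0 in both rFGF1 ΔHBS libraries (adjusted p = 0.000852), against 14.0 and 13.4 FPKM under HG. The other *Ehbp1* locus had 3.82 and 3.64 FPKM with rFGF1 WT and 3.96 and 4.12 FPKM with rFGF1 ΔHBS (log2 fold change 0.09, adjusted p = 0.905), and was looked up after the values were seen. *Tmem158*, a gene with a single exon on chromosome 9 of GRCm38 from 123259053 to 123260764, had 4.28 and 4.43 FPKM with rFGF1 WT and was listed at 0 in both rFGF1 ΔHBS libraries (adjusted p = 0.00402), against 1.43 and 1.53 FPKM under HG. *Egln1*, which was above 0 in all 6 libraries, had 17.4 and 18.7 FPKM with rFGF1 WT and 8.89 ± 0.272 (SD, n = 2) with rFGF1 ΔHBS, a log2 fold change of -0.94 (standard error 0.06, adjusted p = 0.0203). The adjusted p of *Egln1* was 0.0736 in the fit of only the 4 libraries compared. *Jund*, another gene with a single exon, on chromosome 8 from 70698949 to 70700616, was listed at 0 in both rFGF1 ΔHBS libraries and had 65.1 and 62.9 FPKM with rFGF1 WT. With its HG libraries at 59.5 and 5.33 FPKM, the spread shared by the 3 groups gave an adjusted p of 0.345, and the fit of only the 4 libraries compared, the alternative that moved it most, gave 0.00296. A separate list of 21 cell-cycle genes, which includes *Fen1* of Fig. S2, had a median log2 fold change of 0.02 between rFGF1 ΔHBS and rFGF1 WT (camera, adjusted p = 0.486).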

**Fig. 3:**
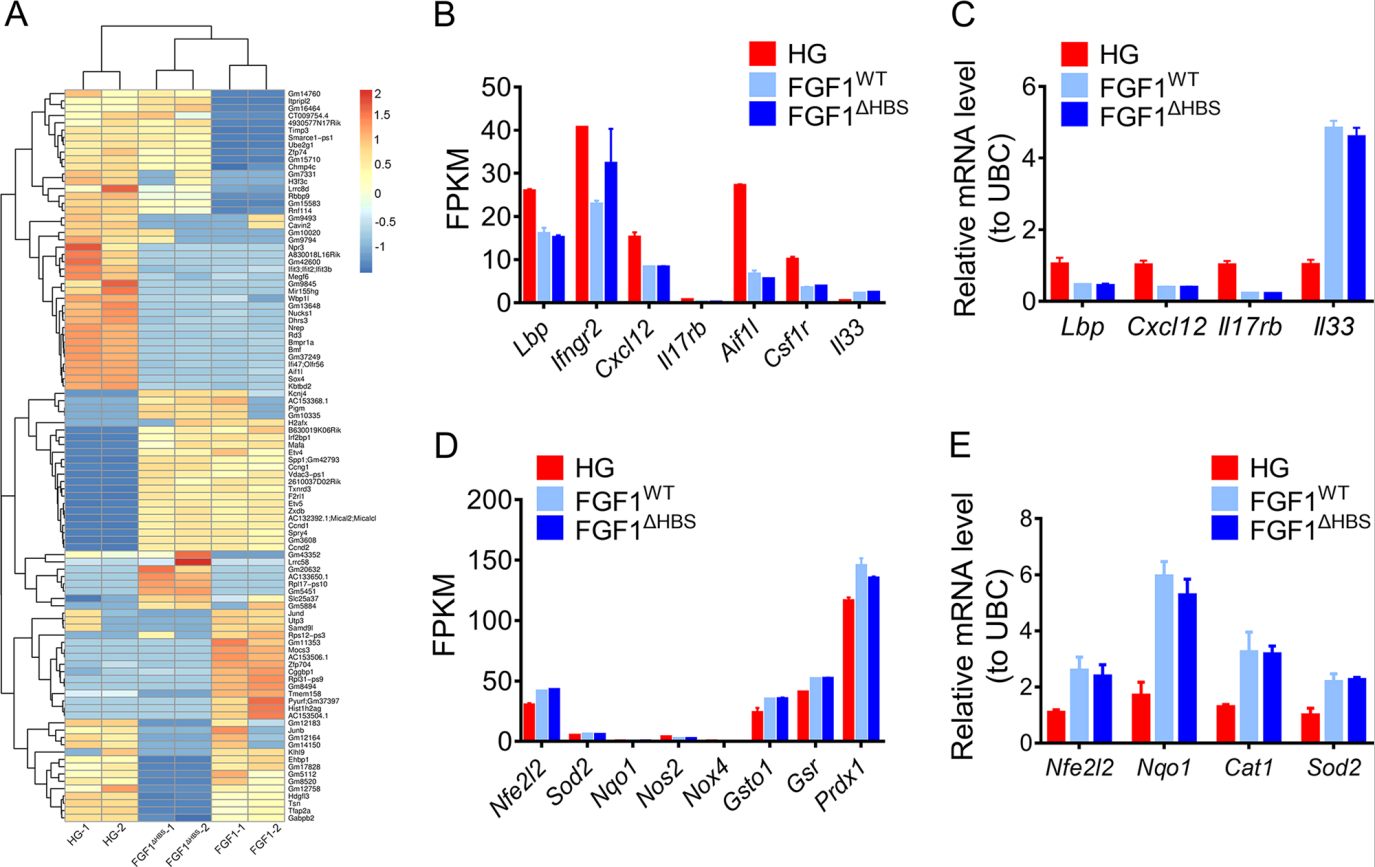
Transcriptome analysis of mouse podocytes treated with rFGF1^ΔHBS^ or rFGF1^WT^ and challenged with HG. Mouse podocytes were pretreated with rFGF1^WT^ (100 ng/mL) or rFGF1^ΔHBS^ (100 ng/mL) for 1 h, followed by treatment with HG (25 mM) for an additional 12 h. **a** Hierarchical clustering of differentially expressed genes. Red represents increased expression, while blue indicates decreased expression. The Z score was chosen to display the fragments per kilobase of exon per million reads mapped (FPKM) values of differentially expressed genes. **b** FPKM values of selected inflammatory genes. **c** Real-time PCR analysis of *Lbp*, *Cxcl12*, *Il17rb*, and *Il33* mRNA expression. **d** FPKM values of selected genes related to oxidative stress. **e** Real-time PCR analysis of *Nfe2l2*, *Nqo1*, *Cat1*, and *Sod2* mRNA expression

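Between rFGF1 WT and HG, 107 genes passed the threshold, 55 higher and 52 lower (limma, Benjamini-Hochberg). Between rFGF1 ΔHBS and HG, 95 genes did, 48 higher and 47 lower. Dropping the 2-fold limit moved these counts most, to 654 and 661 genes. A library at 0 was present for 19 of the 107 genes and 14 of the 95. Of the 141 genes past the threshold with either protein, 61 passed it with both, and 60 of these moved in the same direction. Both comparisons use the same HG libraries, so unchanged groups were simulated against them 100 times, and the largest number of genes past both thresholds was 1. Across the tested genes, which are not independent replicates, the effects of the proteins correlated with r = 0.620. The mean was 0.500 (0.408 to 0.586) for simulated unchanged groups that share simulated HG libraries. With a separate HG library for each protein, r was 0.195 and 0.199. Among genes past the threshold and above 0 in all 6 libraries, the largest increases were those of *Etv4* (log2 fold change 2.83 with rFGF1 WT and 2.74 with rFGF1 ΔHBS), *Ccnd1* (2.73 with rFGF1 ΔHBS) and a locus without a gene name (2.63 with rFGF1 WT), which were the same 3 loci with both proteins. *Etv4*, which encodes an ETS transcription factor, rose from 0.0683 FPKM under HG to 6.73 and 6.14, and *Ccnd1*, which encodes cyclin D1, from 5.29 to 39.9 and 40.8. The largest decreases among these genes with rFGF1 WT were those of *Sertad1* (-2.89), *Rbbp9* (-2.57) and *Bmf* (-2.48), and those with rFGF1 ΔHBS were the merged locus of *Olfr56* and *Ifi47* (-2.56), *Pigyl* (-2.51) and *Bmf* (-2.48). *Sertad1* (adjusted p = 0.0488) was above 0.05 at a pseudocount of 0.1 (0.117), without the filter (0.0956), with 4 libraries (0.108), under robust empirical Bayes (0.0529) and under quantile normalization (0.0513), and *Pigyl* (adjusted p = 0.0156) had 0.0523 in the fit of 4 libraries. All 100 gene names read from the heat map were matched in the table, and 62 of them had a library listed at 0. Of the 78 that were tested, 57 passed the threshold in at least 1 comparison, 48 of them with rFGF1 WT and 38 with rFGF1 ΔHBS against HG and 24 between the proteins. The names were chosen by the study on these libraries, and when adjusted over the list alone 59, 48 and 31 of them had an adjusted p under 0.05, against 48, 40 and 24 over all genes.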

Given that inflammation and oxidative stress are two major risk factors for DN and are inhibited by rFGF1^ΔHBS^ in vitro, we further investigated whether these inhibitory events were involved in the protective effects of rFGF1^ΔHBS^ against DN. Large numbers of tissue macrophages have been reported to accumulate in renal tissues of T2D subjects, and substantial evidence suggests an etiological role for macrophage infiltration in the development of chronic tissue inflammation associated with DN^27–29^. Therefore, we analyzed the inflammatory status of renal tissue in rFGF1^ΔHBS^-treated *db/db* mice by immunostaining for F4/80. Immunofluorescence analyses showed substantially fewer F4/80-positive macrophages in rFGF1^ΔHBS^-treated *db/db* mice than in buffer-treated mice (Fig. 4a), consistent with the reduced protein expression of CD68 (Fig. 4b).

**Fig. 4:**
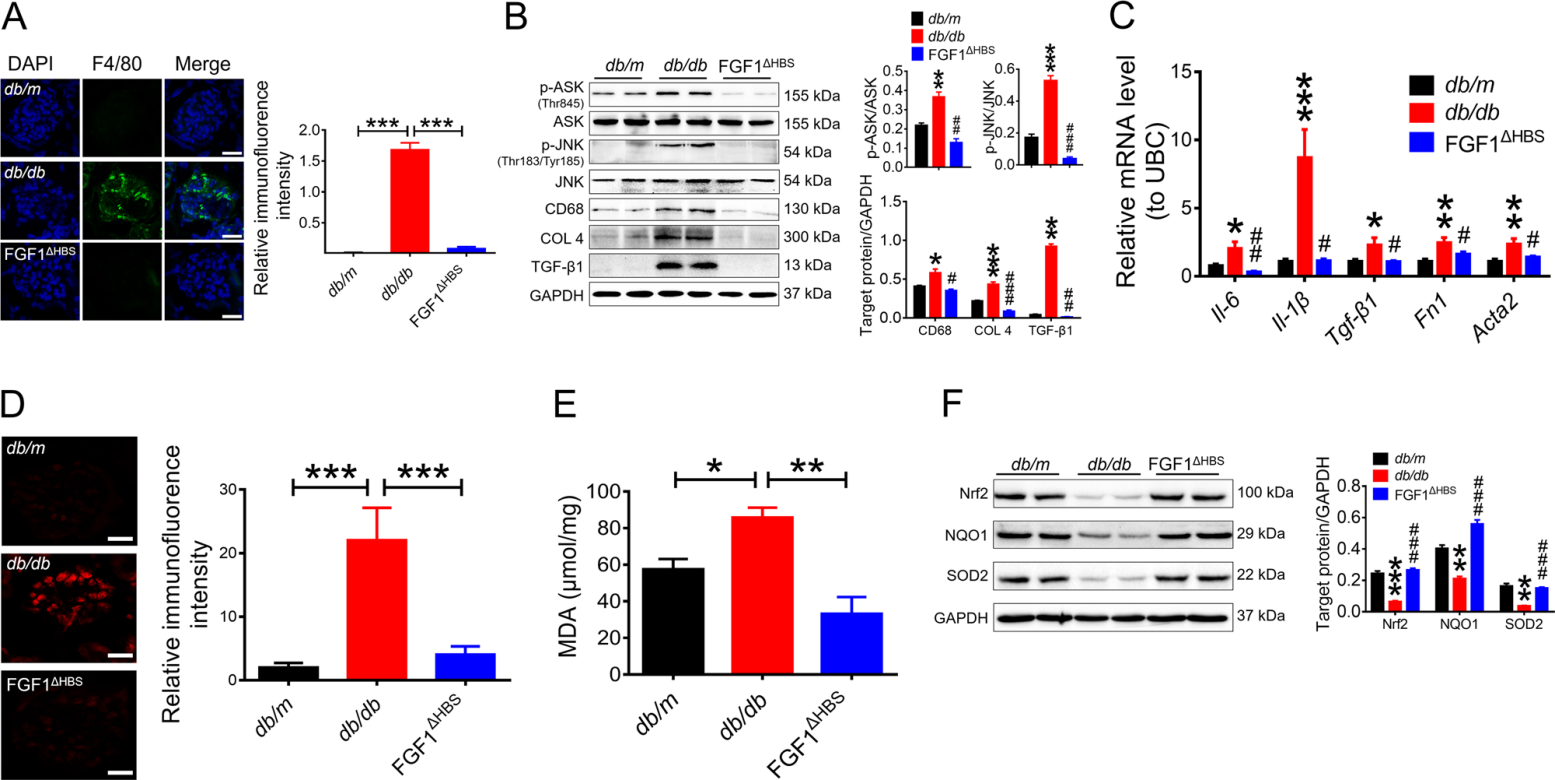
rFGF1^ΔHBS^ suppresses diabetes-induced renal inflammation and oxidative stress. Renal tissues were isolated from *db/db* mice treated for 12 weeks with rFGF1^ΔHBS^ (0.5 mg/kg body weight) or buffer control; littermate *db/m* mice served as additional controls. **a** Representative images and quantitation of immunofluorescence staining for F4/80. Scale bar, 50 μm. **b** Phosphorylation levels of ASK and JNK and expression levels of CD68, COL 4, and TGF-β1 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). **c** Real-time PCR analysis of *Tnf-α, IL-1β, TGF-β1, Fn1*, and *Acta2* mRNA expression. **d** Representative images and quantitation of DHE immunofluorescence. Scale bar, 50 μm. **e** ELISA analysis of MDA levels in renal tissues from each group. **f** Expression levels of Nrf2, NQO1, and SOD2 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). Data are presented as the mean ± SEM (*n* = 5–8). Panels **a**, **d**, **e**: *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001; panels **b**, **c**, **f**: *p < 0.05, **p *<* 0.01, ***p *<* 0.001 versus *db/m*; ^#^*p* *<* 0.05, ^##^*p* *<* 0.01, ^###^*p* *<* 0.001 versus *db/db*

Macrophage-associated inflammatory responses primarily depend on activation of the NF-κB signaling pathway^30^. We found that the increased phosphorylation of ASK1 (a pivotal protein required for the activation of JNK^31,32^) and JNK in *db/db* mice was strongly suppressed by rFGF1^ΔHBS^ (Fig. 4b). Moreover, these results were associated with decreased mRNA levels of proinflammatory genes in renal tissue, including *Tnf-α and Il-1β* (Fig. 4c). In addition to reduced inflammatory responses, inflammation-associated profibrotic signals^33^ were markedly inhibited by rFGF1^ΔHBS^; specifically, the protein levels of type IV collagen (COL 4) and transforming growth factor-β 1 (TGF-β1) **(**Fig. 4b**)** and the mRNA levels of *Tgf-β1*, *Fn1*, and *Acta2* (Fig. 4c) were substantially reduced.

Oxidative stress and inflammation are mutually induced to exacerbate severe damage in DN. Therefore, we next analyzed the oxidative status of renal tissue in rFGF1^ΔHBS^-treated *db/db* mice by immunostaining with dihydroethidium (DHE). Immunofluorescence analysis showed substantially fewer DHE-positive cells in rFGF1^ΔHBS^-treated *db/db* mice than in vehicle-treated mice (Fig. 4d); this finding paralleled the reduced MDA content in renal tissue (Fig. 4e). Nrf2 is a critical transcription factor involved in maintaining redox homeostasis^34–36^. 

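With rFGF1 ΔHBS, the FPKM of *Nqo1* was 0.289 ± 0.0392 (SD, n = 2) in MPCs, and the gene stayed below the filter on low FPKM. Without this filter its log2 fold change against HG was 0.14 (standard error 0.04, adjusted p = 0.239, limma with Benjamini-Hochberg adjustment). Both rFGF1 ΔHBS libraries were above both HG libraries, and the pseudocount of 1 compresses a change at this level. *Sod2* had 5.78 ± 0.170 FPKM (SD, n = 2) with rFGF1 ΔHBS, a log2 fold change of 0.08 (standard error 0.09, adjusted p = 0.610) that did not exceed the spread between the HG replicates. This change was -0.01 without the first HG library and 0.17 without the second. A list of 22 Nrf2 target genes holds *Nqo1*, *Gsr* and *Prdx1*, which the study plots from these libraries, and its 20 tested members, *Nqo1* not among them, had a median log2 fold change of -0.02 with rFGF1 ΔHBS, with 9 genes higher and 11 lower, while camera, which uses the statistics of all members, gave the direction as up (adjusted p = 0.178). The median of that list changed sign with the scaling of the libraries, to 0.01 under median-ratio scaling. It was 0.0932 without the first rFGF1 ΔHBS library and -0.121 without the second.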

RNA-Seq analysis showed that the mRNA levels of two major downstream targets of Nrf2, NAD(P)H dehydrogenase quinone 1 (NQO1), and superoxide dismutase-2 (SOD2), were upregulated by rFGF1^ΔHBS^ (Fig. 3d). We also found that the protein expression levels of NQO1 and SOD2 in renal tissue were markedly elevated in rFGF1^ΔHBS^-treated *db/d*b mice, accompanied by Nrf2 activation (Fig. 4f).

Taken together, these data suggest that rFGF1^ΔHBS^ may protect against DN by inhibiting inflammation through the downregulated ASK1/JNK signaling pathway and oxidative stress through the upregulated Nrf2/NQO1 and SOD2 signaling pathways.

### rFGF1^ΔHBS^ ameliorates ADR-induced nephropathy by antioxidative stress and anti-inflammatory mechanisms

To explore whether the anti-inflammatory and antioxidative stress properties of rFGF1^ΔHBS^ are applicable to other related CKDs, an AN model that mirrors human focal segmental glomerulosclerosis (including tubulointerstitial inflammation, oxidative stress, and fibrosis)^37,38^ was generated (Fig. 5a). As previously reported^19^, FGF1 was highly expressed in the kidneys of healthy mice. Both immunofluorescence and western blotting analyses showed that the protein expression of FGF1 was substantially decreased in mice with ADR-induced nephropathy (Fig. S3A, B), suggesting a potential correlation between the levels of FGF1 and renal function. Consistent with the ability of rFGF1^ΔHBS^ to alleviate nephropathy in T2D mice, we found that serum levels of BUN and creatinine were reduced and that the abnormal GFR was restored in rFGF1^ΔHBS^-treated AN mice (Fig. 5b–d). Histological analyses also revealed that mesangial expansion (H&E staining), renal fibrosis (Masson’s trichrome staining), glycogen content (PAS staining), primary renal podocyte lesions (WT-1 staining), and foot process loss were alleviated by rFGF1^ΔHBS^ treatment (Fig. 5e–i).

**Fig. 5:**
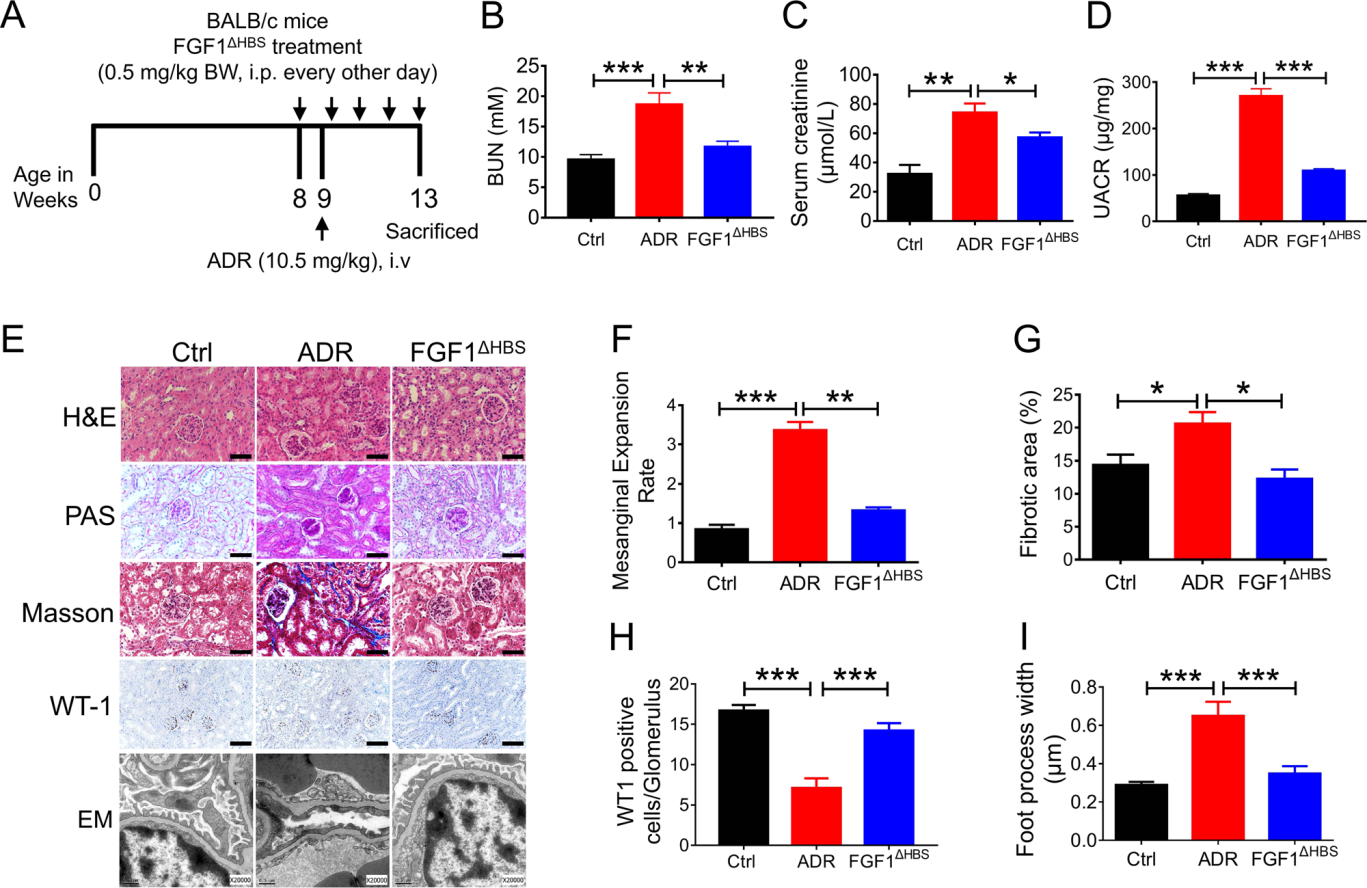
rFGF1^ΔHBS^ rescues ADR-induced nephropathy. **a** Schematic diagram of the ADR-induced (10.5 mg/kg body weight) nephropathy (AN) model and chronic rFGF1^ΔHBS^ treatment. **b–i** AN mice were treated with rFGF1^ΔHBS^ (0.5 mg/kg body weight) or buffer control for 5 weeks; normal BALB/c mice served as additional controls (Ctrl). **b–d** ELISA analysis of blood urea nitrogen (BUN) levels (**b**), creatinine levels (**c**), and UACR (**d**) in each group. **e** H&E staining, Masson’s trichrome staining, PAS staining, immunohistochemistry staining with WT-1 antiserum, and EM images of renal tissues in each group. Scale bar, 50 μm for H&E, Masson’s trichrome, PAS, and WT-1 staining images; Scale bar, 0.5 μm for EM images. **f–i** Quantification of mesangial expansion (**f**), fibrosis area (**g**), WT-1-positive cells per glomerulus (**h**), and podocyte foot process effacement (**i**) in renal tissues. Data are presented as the mean ± SEM (*n* = 5); *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001

Consistent with the finding that rFGF1^ΔHBS^ inhibited oxidative stress and inflammation in DN, we found significantly fewer F4/80-positive macrophages and lower protein expression of CD68 in rFGF1^ΔHBS^-treated AN mice than in buffer-treated mice (Fig. 6a and b). This effect was associated with reduced phosphorylation of ASK1 and JNK and decreased mRNA levels of proinflammatory genes (Fig. 6b and c). Inflammation-associated profibrotic signals were inhibited by treatment with rFGF1^ΔHBS^ (Fig. 6b and c). Furthermore, we found a significant reduction in the number of DHE-positive cells and reduced MDA content in renal tissues of rFGF1^ΔHBS^-treated AN mice, associated with elevated expression levels of Nrf2, NQO1, and SOD2 (Fig. 6d-f). Taken together, these data suggest that rFGF1^ΔHBS^ prevents inflammation- and oxidation-associated CKDs.

**Fig. 6:**
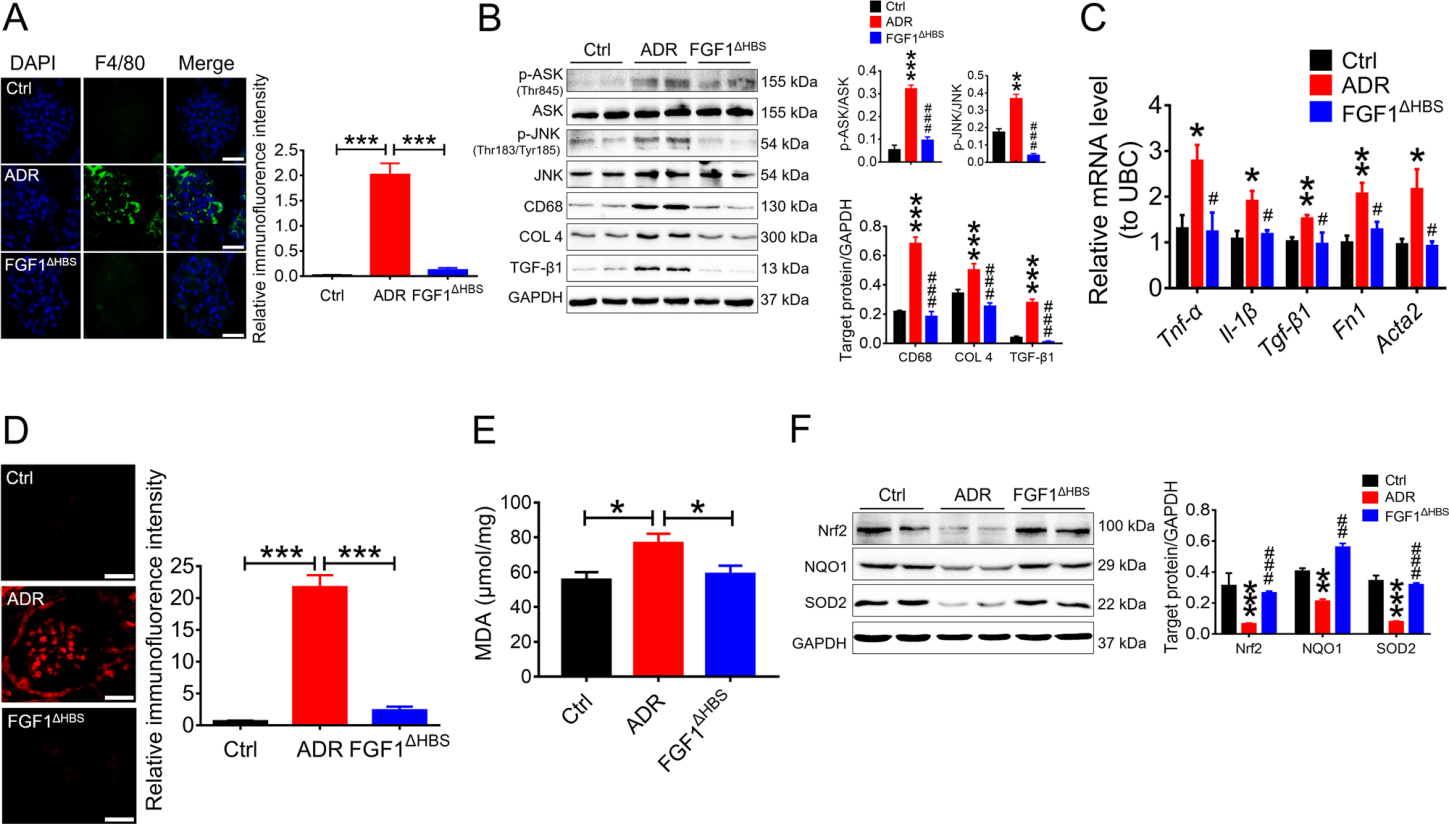
rFGF1^ΔHBS^ inhibits ADR-induced inflammation and oxidative stress in the kidney. Analysis of renal tissues from mice with ADR-induced (10.5 mg/kg body weight) nephropathy treated for 5 weeks with rFGF1^ΔHBS^ (0.5 mg/kg body weight) or buffer control; normal BALB/c mice served as additional controls. **a** Representative images and quantitation of immunofluorescence staining for F4/80. Scale bar, 50 μm. **b** Phosphorylation levels of ASK and JNK and expression levels of CD68, COL 4, and TGF-β1 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). **c** Real-time PCR analysis of *Tnf-α, Il-1β, Tgf-β1, Fn1, and Acta2* mRNA expression. **d** Representative images and quantitation of DHE immunofluorescence. Scale bar, 50 μm. **e** ELISA analysis of MDA levels in each group. **f** Expression of Nrf2, NQO1, and SOD2 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). Data are presented as the mean ± SEM (*n* = 5–8). Panels **a**, **d**, **e**: *p *<* 0.05, ***p *<* 0.001; panels **b**, **c**, **f**: *p *<* 0.05, **p < 0.01, ***p *<* 0.001 versus Ctrl; ^#^*p* *<* 0.05, ^##^*p* < 0.01, ^###^*p* *<* 0.001 versus ADR

### The protective effects of rFGF1^ΔHBS^ on CKD is mediated by AKT activation

To further elucidate the regulatory mechanism of FGF1^ΔHBS^ pertaining to oxidative stress and inflammation, we revisited the RNA-Seq results. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that the phosphatidylinositide 3-kinase (PI3K)/protein kinase B (AKT) pathway was significantly upregulated by treatment with either rFGF1^ΔHBS^ or rFGF1^WT^ (Fig. 7a). This finding was further confirmed by real-time PCR analysis, which showed that rFGF1^ΔHBS^ or rFGF1^WT^ substantially reduced the mRNA levels of *G6pc2*, *Foxo3*, and *Lama1* and enhanced the expression of *Bcl2l1*, all of which are downstream targets of PI3K/AKT^39^ (Fig. 7b).

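KEGG pathways were tested with a two-sided Fisher's exact test on the genes past the threshold, against the 3923 tested genes with any KEGG pathway, and adjusted over 283 pathways. The PI3K-Akt pathway held 193 of these genes. With rFGF1 ΔHBS, 8 of the 36 annotated genes past the threshold were in the pathway, where 1.77 are expected, an odds ratio of 5.71 (adjusted p = 0.0387, Benjamini-Hochberg). With rFGF1 WT, 7 of 39 were, where 1.92 are expected, an odds ratio of 4.35 (exact p = 0.00251, adjusted p = 0.178). Over the alternatives, the adjusted p ranged from 0.00614 to 0.114 with rFGF1 ΔHBS and from 0.0265 to 0.393 with rFGF1 WT, and the filter at a mean FPKM of 5 gave 0.0265. The number of pathways with an adjusted p under 0.05 was 2 with rFGF1 ΔHBS and 0 with rFGF1 WT, against 18 and 9 at an unadjusted p under 0.05. Between rFGF1 ΔHBS and rFGF1 WT, 1 of 5 annotated genes past the threshold was in the pathway (adjusted p = 1), and no pathway had an adjusted p under 0.05, with 3 at an unadjusted p under 0.05. A Fisher test counts genes that rise and fall together, so the direction was tested with camera, a test of all members of a set that presets the correlation between genes. With rFGF1 WT, 89 members were higher and 104 lower, with a median log2 fold change of -0.03 (camera, adjusted p = 0.895). With rFGF1 ΔHBS, 94 were higher and 99 lower, with a median of -0.01 (camera, adjusted p = 0.852). Camera gave the direction as up in both comparisons, against the sign of these medians. Both medians lay near 0 and changed sign under some alternatives, such as 0.02 with rFGF1 WT at a mean FPKM of at least 5 and 0.03 with rFGF1 ΔHBS under median-ratio scaling. Fry estimates the correlation between genes and, unlike camera, does not compare the members with the other genes. In fry the adjusted p of the pathway were 0.203 and 0.110, with the direction also up. Members with an adjusted p under 0.05 in limma numbered 30 with rFGF1 WT, of which 17 rose, and 29 with rFGF1 ΔHBS, of which 18 rose. Past the threshold with both proteins, the higher members were *Ccnd1*, *Ccnd2* (log2 fold change 1.56 with rFGF1 WT and 1.59 with rFGF1 ΔHBS), *Itga3* (1.23 and 1.23), *Epha2* and the merged locus of *Spp1* and *Gm42793* (2.12 and 2.30), and the lower members were *Prkaa1* and *Csf1r*. *Prkaa2* passed it with rFGF1 ΔHBS alone. From the KEGG analysis and the real-time PCR of downstream targets, the paper proposes that AKT might act upstream of oxidative stress and inflammation.

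**Figure D2:**
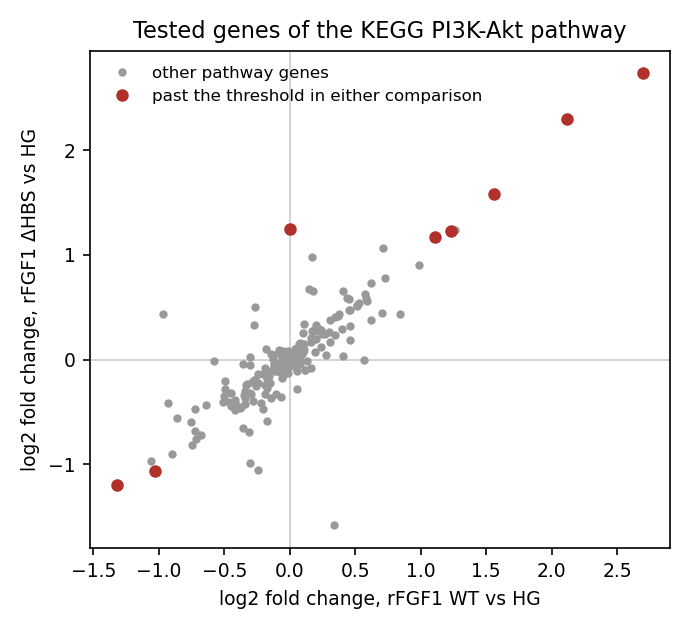
Log2 fold change against HG of the 193 tested genes of the KEGG PI3K-Akt pathway, with rFGF1 WT on the horizontal and rFGF1 ΔHBS on the vertical axis, on the log2(FPKM + 1) scale. Each point is 1 gene, red points passed the threshold with at least 1 protein, and most of the others lie near 0 on both axes.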

**Fig. 7:**
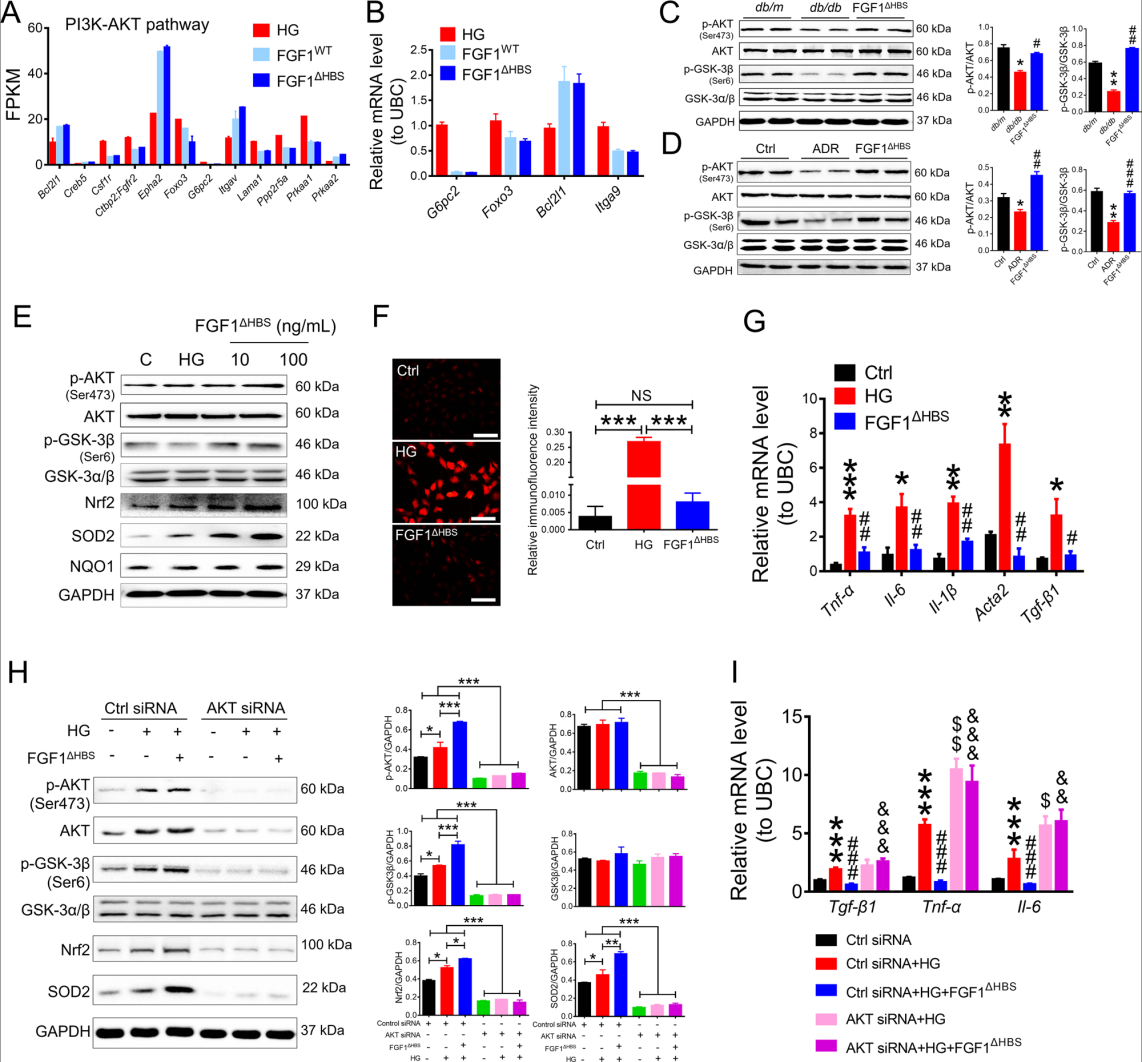
rFGF1^ΔHBS^ inhibits HG-induced inflammation and oxidative stress in mouse podocytes via AKT activation. **a** Transcriptome analysis revealed that the PI3K/AKT pathway was activated by treatment with either rFGF1^WT^ or rFGF1^ΔHBS^. **b** Real-time PCR analysis of *G6pc2*, *Foxo3*, *Bcl2l1*, and *Itga9* mRNA expression. The samples in panels **a**, **b** were the same as those in Fig. 4. Mouse podocytes were pretreated with rFGF1^WT^ (100 ng/mL) or rFGF1^ΔHBS^ (100 ng/mL) for 1 h, followed by treatment with HG (25 mM) for an additional 12 h. **c**, **d** Phosphorylation levels of AKT and GSK-3β in renal tissues from *db/db* mice after 12 consecutive weeks of injection with rFGF1^ΔHBS^ (0.5 mg/kg body weight) (**c**) or from mice with ADR-induced (10.5 mg/kg body weight) nephropathy after 5 consecutive weeks of injection with rFGF1^ΔHBS^ (0.5 mg/kg body weight) (**d**) as determined by western blotting (left panel) and quantitated using ImageJ software (right panel). Data are presented as the mean ± SEM (*n* = 8). **e**–**g** Analysis of mouse podocytes pretreated with rFGF1^ΔHBS^ (10 or 100 ng/mL for 1 h) and exposed to either low glucose (LG) or high glucose (HG, 25 mM) for an additional 12 h. **e** Phosphorylation levels of AKT and GSK-3β and protein expression levels of Nrf2, NQO1, and SOD2 as determined by western blot analysis. **f** Representative images and quantitation of DHE immunofluorescence; Scale bar, 50 μm. **g** Real-time PCR analysis of *Tnf-α, IL-1β, Tgf-β1, Fn1*, and *Acta2* mRNA expression. Data from three independent measurements are presented as the mean ± SEM. **h**, **i** Cells were transfected with control or AKT siRNA, pretreated with FGF1^ΔHBS^ (100 ng/mL) for 1 h and incubated with high glucose (25 mM) for an additional 12 h. **h** Phosphorylation levels of AKT and GSK-3β and protein expression levels of GSK-3β, Nrf2, NQO1, and SOD2 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). **i** Real-time PCR analysis of *TGF-β1, Tnf-α*, and *IL-6* mRNA levels. Data from three independent measurements are presented as the mean ± SEM. Panels **c**, **d**: *p *<* 0.05, **p < 0.01 versus *db/m* or Ctrl; ^#^*p* *<* 0.05, ^##^*p* *<* 0.01, ^###^*p* *<* 0.001 versus *db/db* or ADR; panel **f**: ***p < 0.001; panel **g**: *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001 versus Ctrl; ^#^*p* *<* 0.05, ^##^*p* *<* 0.01 versus HG; panel **h**: *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001; panel **i**: ***p *<* 0.001 versus ctrl siRNA; ^###^*p* *<* 0.001 versus ctrl siRNA + HG; ^$^*p* *<* 0.05, ^$$^*p* *<* 0.01 versus ctrl siRNA + HG; ^&&^*p* *<* 0.01, ^&&&^*p* *<* 0.001 versus ctrl siRNA + HG + FGF1^ΔHBS^

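Of the 13 genes plotted in Fig. 7a and b, 11 were tested, and 6 with rFGF1 WT and 7 with rFGF1 ΔHBS had an adjusted p under 0.05 over all genes (limma, Benjamini-Hochberg). When adjusted over the list alone, 9 and 11 did, which is not independent evidence because the study chose the list on these libraries. *Epha2*, which encodes an ephrin receptor, rose from 22.4 FPKM under HG to 49.5 with rFGF1 WT and 51.6 with rFGF1 ΔHBS (log2 fold change 1.11, adjusted p = 0.00345, and 1.17, adjusted p = 0.00392). *Prkaa1*, which encodes a catalytic subunit of AMP-activated protein kinase, fell by 1.03 (adjusted p = 0.0172) and 1.06 (adjusted p = 0.0175) on the log2 scale, and the former adjusted p was 0.0524 in the fit of only the 4 libraries compared. *Csf1r* fell by 1.32 (adjusted p = 0.0114) and 1.19 (adjusted p = 0.0140). *Prkaa2* had 1.24 FPKM under HG, 1.25 with rFGF1 WT and 4.32 with rFGF1 ΔHBS. Its change with rFGF1 WT was not larger than the spread between replicates (adjusted p = 0.995) and took either sign with the scaling, up to 0.05 under quantile normalization, and it was 0.11 without the first rFGF1 WT library and -0.11 without the second, whereas it rose by 1.24 (adjusted p = 0.0175) with rFGF1 ΔHBS. The direct comparison of the proteins gave *Prkaa2* a log2 fold change of 1.25 (adjusted p = 0.0473), which was 0.119 without the filter, 0.139 with 4 libraries and above 0.05 under the other alternatives that tested it except robust empirical Bayes. *Lama1* fell by 0.72 (adjusted p = 0.0232) and 0.68 (adjusted p = 0.0255), and *Ppp2r5a* by 0.72 (adjusted p = 0.0117) and 0.76 (adjusted p = 0.0121). The locus of *Fgfr2*, which the table merges with *Ctbp2*, fell by 0.75 (adjusted p = 0.0170) and 0.60 (adjusted p = 0.0248). In the fit of 4 libraries the adjusted p were 0.0515 and 0.0706 for *Lama1* and 0.0539 and 0.0678 for the *Fgfr2* locus.

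*Itgav* rose by 0.71 (adjusted p = 0.121) with rFGF1 WT and by 1.06 (adjusted p = 0.0577) with rFGF1 ΔHBS, and the latter adjusted p was 0.0496 at a mean FPKM of at least 5 and 0.0499 in the fit of 4 libraries. Without the second rFGF1 WT library the former change was 0.45. *Bcl2l1* had 9.77 ± 2.68 FPKM (SD, n = 2) under HG, 16.6 with rFGF1 WT and 17.2 with rFGF1 ΔHBS, changes that did not reach an adjusted p of 0.05 (0.105 and 0.0918, limma). *Itga9* had 12.5 ± 4.46 FPKM (SD, n = 2) under HG, 6.84 with rFGF1 WT and 6.50 with rFGF1 ΔHBS (adjusted p = 0.168 and 0.144). Without the second HG library the changes were 0.47 and 0.52 for *Bcl2l1* and -0.41 and -0.47 for *Itga9*. *Foxo3* had 19.8 FPKM under HG and 15.9 with rFGF1 WT (adjusted p = 0.511), and its rFGF1 ΔHBS libraries stood at 12.6 and 7.17 (adjusted p = 0.106), with a change of -0.98 that was -0.62 without the second. *G6pc2* and *Creb5* stayed below the filter on low FPKM. *G6pc2* had 0.948 FPKM under HG, 0.0913 with rFGF1 WT and 0.162 with rFGF1 ΔHBS, with adjusted p of 0.0453 and 0.0548 when no filter was used.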

These lines of evidence suggest that AKT might be an upstream regulator of oxidative stress and inflammation in CKD. Indeed, we found that the phosphorylation levels of AKT and GSK-3β were strongly upregulated by rFGF1^ΔHBS^ in both the DN and AN mouse models (Fig. 7c, d). We also found that rFGF1^ΔHBS^ dose dependently upregulated the phosphorylation levels of AKT and GSK-3β and the protein expression levels of Nrf2, SOD2, and NQO1 in MPCs challenged with HG (Fig. 7e). This finding was consistent with the reduced number of DHE-positive cells after rFGF1^ΔHBS^ treatment (Fig. 7f). Meanwhile, the phosphorylation levels of ASK1 and JNK and the mRNA levels of proinflammatory and profibrotic genes were markedly inhibited by rFGF1^ΔHBS^ (Fig. S4A and Fig. 7g). The importance of AKT in the regulation of HG-induced inflammatory and oxidative responses in MPCs was confirmed by using siRNA and a specific inhibitor (MK-2206^40^). We found that activation of the antioxidative signaling pathway and inhibition of inflammatory and profibrotic signaling by rFGF1^ΔHBS^ were greatly inhibited by siRNA-mediated knockdown of AKT (Fig. 7h, i), and this finding was further confirmed by the dose-dependent inhibitory effect of MK-2206 **(**Fig. S4A and S5).

Coincidentally, ADR-induced severe oxidative stress and inflammation in MPCs were largely reversed by rFGF1^ΔHBS^; rFGF1^ΔHBS^ dose dependently upregulated the phosphorylation levels of AKT and GSK-3β and the protein expression levels of Nrf2, SOD2, and NQO1 and reduced the number of DHE-positive cells (Fig. 8a, b). Inflammatory signals (including ASK1 and JNK phosphorylation levels and the mRNA levels of proinflammatory genes) and profibrotic molecules were blunted by rFGF1^ΔHBS^ treatment (Fig. 8c and Fig. S4B). Importantly, activation of the antioxidative signaling pathway and inhibition of inflammatory and profibrotic signaling by rFGF1^ΔHBS^ were also inhibited by AKT siRNA and MK-2206 (Fig. 8d, e, Fig. S4B, S6).

**Fig. 8:**
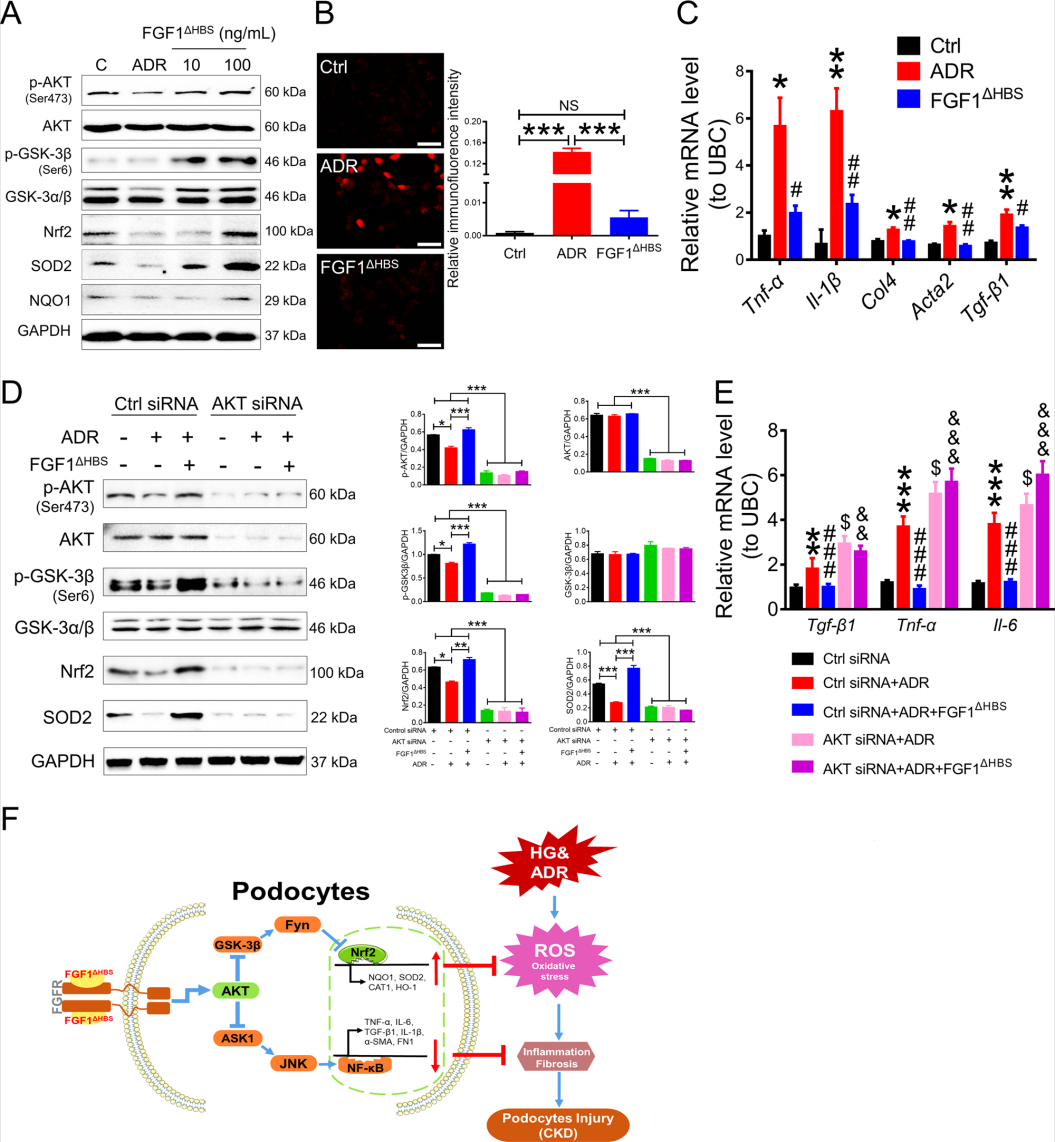
AKT mediates the protective effects of FGF1^ΔHBS^ on podocytes challenged with ADR. **a–c** Analysis of mouse podocytes pretreated with rFGF1^ΔHBS^ (10 or 100 ng/mL for 1 h) and exposed to ADR (0.5 μg/mL for 12 h). **a** Phosphorylation levels of AKT and GSK-3β and protein expression levels of Nrf2, NQO1, and SOD2 as determined by western blot analysis. **b** Representative images and quantitation of DHE immunofluorescence. Scale bar, 50 μm. **c** Real-time PCR analysis of *Tnf-α, IL-1β, TGF-β1, Fn1*, and *Acta2* mRNA expression. **d**, **e**. Cells were transfected with control or AKT siRNA, pretreated with FGF1^ΔHBS^ (100 ng/mL) for 1 h and incubated with adriamycin (0.5 μg/mL) for an additional 12 h. **d** Phosphorylation levels of AKT and GSK-3β and protein expression levels of GSK-3β, Nrf2, NQO1, and SOD2 as determined by western blot analysis (left panel) and quantitation using ImageJ software (right panel). **e** Real-time PCR analysis of *TGF-β1, Tnf-α*, and *IL-6* mRNA levels. **f** Schematic diagram of the FGF1^ΔHBS^-mediated inhibition of inflammation and oxidative stress in mouse podocytes challenged with HG or ADR. Data from three independent measurements are presented as the mean ± SEM. Panel **b**: ***p < 0.001; panel **c**: *p < 0.05, **p < 0.01 versus Ctrl; ^#^*p* < 0.05, ^##^*p* < 0.01 versus ADR; panel D: *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001; panel **e**: **p *<* 0.01, ***p *<* 0.001 versus ctrl siRNA; ^###^*p* *<* 0.001 versus ctrl siRNA + ADR; ^$^*p* < 0.05 versus ctrl siRNA + ADR; ^&&^*p* *<* 0.01; ^&&&^*p* *<* 0.001 versus ctrl siRNA + ADR + FGF1^ΔHBS^

Furthermore, we found that rFGF1^ΔHBS^ induced the increased phosphorylation of AKT and GSK-3β; Nrf2 and SOD2 protein levels in mesangial cells were abolished by AKT knockdown (Fig. S7). These data suggest that rFGF1^ΔHBS^ protects different types of cells from oxidative and inflammatory injury, further highlighting the importance of AKT in the protection of renal injury by inhibiting oxidative stress and inflammation.

## Discussion

Under the guidance of our FGFR dimerization threshold model, we engineered a structure-based FGF1 mutant (termed FGF1^ΔHBS^) with reduced ability to bind/dimerize cognate FGFRs. These molecules therefore had a reduced binding affinity to HS. FGF1^ΔHBS^ has been previously shown to induce transient/weak levels of receptor dimerization and correspondingly weak intracellular signals that are sufficient to mediate glucose-lowering effects but have much lower mitogenic activity^22^. Our finding that a low threshold of receptor dimerization, rather than ligand identity, is the key determinant in glucose-lowering activity implies that this action mode may be suitable to dissect other biological functions of FGF1 (that require weak activation) from its mitogenic activity (which requires strong activation). This proposal was tested in the current study, in which the capacity of FGF1 to abrogate inflammation and oxidative stress was retained in rFGF1^ΔHBS^, whereas its mitogenic activity was largely reduced.

The progression of CKD is closely related to increased inflammation and oxidative stress in renal tissue. On one hand, excessive ROS accumulation imposes a severe cytotoxic burden on the kidney, exacerbating its dysfunction^41^. On the other hand, the overproduction of inflammatory cytokines and chemokines leads to fibrosis, tissue remolding, and associated renal dysfunction^2,42^. During these deterioration processes, podocytes and mesangial cells are the main targets of injury. In contrast, treatment with antioxidants effectively inhibits oxidative and inflammatory responses in these cells and thereby improves renal function^43,44^. In the present study, we found that oxidative stress and inflammation, the two major pathogenic factors in diabetes- and ADR-induced CKD, were largely abolished by FGF1^ΔHBS^ treatment. In vitro studies showed that these protective effects occurred in podocytes and mesangial cells. Taken together, these data suggest that the ameliorating effects of FGF1^ΔHBS^ on CKD are mediated by its inhibitory effects on oxidative stress and inflammation.

As a downstream target of PI3K, AKT plays a pivotal role in several cellular processes, including cell proliferation, apoptosis, glucose metabolism, cell migration, and transcription^39,45^. AKT activity is impaired in several types of CKD, leading to glomerular lesion development, podocyte injury, and CKD progression^46,47^. In podocytes, AKT dysfunction is associated with an inflammatory response and apoptosis^48^. In contrast, increased AKT signaling reduces cellular oxidative stress and inhibits the release of proinflammatory cytokines^48^. Consistent with these findings, we found that AKT phosphorylation levels were decreased in DN and AN, accompanied by increased oxidative stress and inflammation. Administration of FGF1^ΔHBS^ markedly restored the normal function of AKT and inhibited ROS production and the expression of inflammatory cytokines; all these effects were compromised by AKT siRNA or the AKT antagonist. Therefore, we conclude that FGF1^ΔHBS^ suppresses oxidative stress and inflammation and improves renal function via activation of AKT signaling.

The dysregulation of GSK-3β has been implicated in various kidney diseases^49,50^. GSK-3β is vital for the deactivation of Nrf2 and the initiation of oxidative injury; its activity is blocked via AKT activation^49,51,52^. The inhibition of GSK-3β activity has been closely associated with attenuated podocyte injury^50,53^. In the present study, we found that FGF1^ΔHBS^ activated AKT, Nrf2, and SOD2, whereas GSK-3β activity was inhibited. In contrast, AKT inhibition led to enhanced GSK-3β activity and abolition of FGF1^ΔHBS^-mediated antioxidative capacity in podocytes and mesangial cells.

ASK1 is a key factor in the initiation and development of inflammation that can also be inhibited by AKT^31,54,55^. ASK1 activates P38/JNK signaling cascades, thereby promoting inflammation and insulin resistance, whereas its deactivation significantly inhibits diabetic glomerulosclerosis and reduces renal dysfunction^56–59^. We found that both hyperglycemia and ADR enhanced the activities of ASK1 and JNK and upregulated the expression levels of profibrotic and proinflammatory signals, which could be reversed by FGF1^ΔHBS^. These data suggest that AKT is a key regulator of FGF1^ΔHBS^, mediating its ability to normalize renal function by restoring cellular redox homeostasis via the GSK-3β/Nrf2 signaling cascade and by suppressing inflammatory responses via inhibition of ASK1-mediated JNK activation.

In summary, the present study confirms the protective effect of rFGF1^ΔHBS^ in two types of CKD. Mechanistic analyses suggest that activation of PI3K/AKT signaling plays a vital role in mediating the beneficial effects of rFGF1^ΔHBS^ via upregulating the GSK-3β/Nrf2 pathway and inhibiting the ASK1/JNK signaling pathway (Fig. 8f). Our data suggest that constructing structure-based FGF1 mutants to reduce mitogenic activity is a strategy for modifying FGF1 for the treatment of CKD associated with oxidative stress and inflammation. This study also provides an applicable model for engineering other growth factors with therapeutic potential.

## Materials and methods

### Regents and antibodies

Doxorubicin (adriamycin) was purchased from Sigma (Cat# D1515), and the PI3K/AKT selective inhibitor MK-2206 was purchased from Selleck (Cat# S1078). AKT selective siRNA was purchased from Santa Cruz (Cat# 43610). The following antibodies were used to detect the proteins of interest: phospho-AKT (Cell Signaling Technology; Cat# 4060; dilution: 1:1000), AKT (Cell Signaling Technology; Cat# 4691; dilution: 1:1000), phospho-ASK (Cell Signaling Technology; Cat# 3765; dilution: 1:1000), ASK (Cell Signaling Technology; Cat #3765; dilution: 1:1000), phospho-JNK (Cell Signaling Technology; Cat# 4668; dilution: 1:1000), JNK (Cell Signaling Technology; Cat# 9258; dilution: 1:1000), COL 4 (Abcam; Cat# ab6586; dilution: 1:1000), TGF-β1 (Abcam; Cat# ab92486; dilution: 1:800), phospho-GSK-3β (Cell Signaling Technology; Cat# 2118; dilution: 1:1000), GSK-3α/β (Cell Signaling Technology; Cat# 5676; dilution: 1:1000), Nrf2 (Abcam; Cat# ab62352; dilution: 1:1000), SOD2 (Abcam; Cat# ab13533; dilution: 1:1000), NQO1 (Abcam; Cat# ab34173; dilution: 1:1000), GAPDH (Cell Signaling Technology; Cat# 2118; dilution: 1:1000), and CD68 (Abcam; Cat# ab125212; dilution: 1:1000).

### Protein expression and purification

The heparin binding mutant construct of FGF1 (FGF1^ΔHBS^) were created by sequentially introducing the Lys127Asp, Lys128Gln, and Lys133Val into the FGF1^WT^ expression construct using the QuikChange XL site-directed mutagenesis kit (Stratagene, La Jolla, CA). Expression and purification of FGF1^WT^ and FGF1^∆HBS^ were performed as previous described^22^.

### Cell culture

The conditionally immortalized mouse podocyte cell line was a gift from Dr Stuart Shankland (University of Washington). The cells were grown in plates precoated with collagen I (BD Biosciences) and RPMI-1640 medium (5.5 mM d-glucose, Gibco, Eggenstein, Germany) containing 10% FBS (Gibco, Grand Island, NY) and interferon gamma (50 U/mL, Sigma) at 33 °C. Cell differentiation was induced by incubation without interferon gamma for 10 days at 37 °C.

Mesangial cells (SV40 MES 13, ATCC-CRL-1927) were purchased from American Type Culture Collection (ATCC, Manassas, VA). The cells were maintained in Dulbecco’s modified Eagle’s medium (5.5 mM d-glucose, Gibco, Eggenstein, Germany) supplemented with 10% FBS (Gibco, Grand Island, NY) and 100 U/mL penicillin and streptomycin.

For intracellular signaling assays or DHE staining, cells were starved for 12 h in serum-free RPMI-1640 medium and pretreated with serum-free medium containing rFGF1^ΔHBS^ (10 or 100 ng/mL) or rFGF1^ΔHBS^ plus MK-2206 (3, 10, or 30 μM) for 1 h. Then, the cells were incubated in high glucose (HG, 25 mM) (with d-mannitol as an osmotic control) or ADR (0.5 μg/mL) for 12 h. Subsequently, the cells were lysed to measure the levels of various downstream signals by western blotting or were fixed for DHE staining.

For knockdown of AKT expression by siRNA, the cells were seeded in six well plates and grown to 70% confluence over 24 h. Transient transfections were performed using the transfection reagent Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s protocol. After cells were transfected with control or AKT siRNA for 24 h, they were starved and treated as described above.

### RNA-sequencing

RNA-Seq was performed as previously described^60^. Briefly, MPCs were starved for 12 h, pretreated with rFGF1^WT^ or rFGF1^ΔHBS^ (100 ng/mL) for 1 h and then incubated with high glucose (25 mM) for another 12 h. Total RNA was extracted using TRIzol reagent (Invitrogen) following the manufacturer’s protocol. Samples of total RNA with RIN > 7.0 were processed for further analysis after evaluation using an RNA 6000 Nano LabChip Kit (Agilent). Approximately 10 µg of total RNA from MPCs was subjected to poly(A) mRNA isolation using poly-T oligo-labeled magnetic beads (Invitrogen). Following purification, mRNA was fragmented into small pieces using divalent cations at elevated temperature. Then, the RNA fragments were reverse transcribed to create a cDNA library according to the protocol provided by the manufacturer (mRNA Sequencing Sample Preparation Kit, Illumina). The average insert size for the paired-end libraries was 300 bp (±50 bp). Subsequently, we performed paired-end sequencing using an Illumina HiSeq 4000 device (LC Sciences) following the manufacturer’s protocol. Differential expression analysis was performed based on adjusted *p*-values, with volcano plots showing differences in fold change in gene expression. The threshold values for statistical significance in the volcano plots were *q* (adjusted *P* value) < 0.05 and fold change (FC) ≥2 or ≤0.5. The application edgeR was used to summarize the fragments per kilobase of exon per million reads mapped based on the equation $${\mathrm{FPKM}} = \frac{{{\mathrm{Total}}\,{\mathrm{exon}}\,{\mathrm{fragments}}}}{{{\mathrm{Mapped}}\,{\mathrm{reads}}\left( {{\mathrm{millions}}} \right) \times {\mathrm{Exon}}\,{\mathrm{length}}({\mathrm{kb}})}}$$. Pathway analysis was conducted with ggplot2 as previously described^61^. Briefly, networks of these genes were generated based on their connectivity and were aligned against the KEGG (http://www.genome.jp/kegg/). The enriched genes identified by KEGG analysis were analyzed using Fisher’s exact test and the χ^2^ test, and the *p* value was corrected and adjusted to obtain the *q* value. A significant pathway was considered if the *q* value was <0.05. Raw sequencing data were submitted to GEO (GSE125693).

### Experimental protocol for the animal study

Eight-week-old male *db/db* (C57BLKS/J-*lepr*^*db*^*/lepr*^*db*^) mice, their nondiabetic *db/m* littermates and male BALB/c mice were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). All animals were acclimatized to our laboratory environment before use and were housed in a controlled environment (22 ± 2 °C, 50–60% humidity, 12-h light/dark cycle, lights on at 7 AM) with free access to food and water. The experiments were performed in accordance with the National Institutes of Health guidelines and with approval from the Animal Care and Use Committee of Wenzhou Medical University, China.

For the DN model, *db/db* mice were i.p. injected with FGF1^ΔHBS^ at 0.5 mg/kg body weight every other day for 12 weeks. *db/m* and *db/db* mice were treated with 0.9% normal saline as controls. Body weight and blood glucose levels were measured every three days. Plasma glucose levels were measured using a FreeStyle complete blood glucose monitor (Abbott Diabetes Care Inc., Alameda, CA).

For the AN model, BALB/c mice were injected with ADR (10.5 mg/kg) through the tail vein. rFGF1^ΔHBS^ (0.5 mg/kg body weight) or normal saline was given i.p. every other day starting one week prior to ADR injection and lasting for 5 weeks.

After the final injection of rFGF1^ΔHBS^ or vehicle, mouse urine was collected for 24 h in metabolic cages (TSE Systems, MO). Then, the mice were anesthetized with amobarbital sodium and sacrificed by cervical dislocation. Blood samples and kidneys were collected for subsequent analyses. BUN (C013–2, Jiancheng, Nanjing, China), ALB (E99–134, Bethyl Laboratories, Texas), and creatinine (DICT-500, BioAssay Systems, CA) levels in serum were measured using assay kits according to the manufacturer’s instructions. MDA content in renal tissue was measured according to the manufacturer’s instructions (S0131, Beyotime, Shanghai, China).

### Pathological, histopathological, immunohistochemical, and immunofluorescence evaluation of mouse kidneys

Excised kidneys were fixed in 4% paraformaldehyde for 24 h and embedded in paraffin. After deparaffinization and rehydration, paraffin sections (5 μm) were stained with H&E, Masson’s trichrome, or PAS. Assessment of glomerular mesangial expansion was performed using a semiquantitative scoring system as follows: 0, 0%; 1, <25%; 2, 25–50%; 3, 50–75%; and 4, >75%^19^.

For transmission electron microscopy, cortical kidney tissues were cut into small pieces (1 mm^3^) and fixed with 0.1 M phosphate buffer containing 2.5% glutaraldehyde and 1% tannic acid at 4 °C for 2 h. Then, these slices were treated with 1% osmium tetroxide. After dehydration, the slices were embedded in epoxy resin. Ultrathin sections were counterstained with 2% uranyl acetate and lead citrate. Conventional electron micrographs were obtained using a Philips CM10 electron microscope (Eindhoven, the Netherlands), and the average podocyte foot process width was calculated: FPW = (Π/4) × (Σ glomerular basement membrane length/Σ number of foot processes).

For immunohistochemistry, deparaffinized, and rehydrated paraffin sections (5 μm) were incubated with rabbit anti-WT-1 antibody (Abcam, ab89901, 1:400) overnight at 4 °C. After washing, the kidney sections were incubated with biotinylated goat anti-rabbit antibody (Zhongshan Golden Bridge ZB-2010, 1:100) for 1 h. After four washes with PBS, the sections were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Beyotime, China) for 10 min and visualized using a microscope (Nikon, Tokyo, Japan).

For immunofluorescence, frozen sections (5 μm) of renal tissue were incubated with rabbit anti-FGF1 antibody (Abcam; Cat# ab207321, 1:200) or rat anti-F4/80 (Abcam; Cat# ab6640, 1:200) overnight at 4 °C, followed by incubation with secondary antibody (goat anti-rabbit-IgG Alexa Fluor 488, Invitrogen, A11001, USA, 1:1000) for 1 h (not for F4/80 staining). Thereafter, the sections were incubated with DAPI (SouthernBiotech, Birmingham, AL) for 10 min, and immunofluorescence was analyzed using a confocal microscope (Leica, Mannheim, Germany).

For DHE staining, frozen sections (5 μm) of renal tissues or cultured cells were incubated with DHE (Beyotime; Cat# S0063, 1.5 mmol/L) for 30 min and visualized using a fluorescence microscope (TCS-SP8, Leica, Germany).

### Western blot analysis

Renal tissues (30–50 mg) or cells were lysed with RIPA lysis buffer (25 mM Tris, pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, and 0.1% SDS) containing protease and phosphatase inhibitors (Thermo Fisher Scientific, US), and protein concentration was determined using the Bradford protein assay kit (Bio-Rad, CA). After normalization, equal amounts of protein were separated by 12% SDS–PAGE and transferred to PVDF membranes (0.45 μm, Millipore, Germany). The membranes were blocked with 10% nonfat milk in TBST for 2 h and incubated with primary antibodies at 4 °C overnight. After three washes with TBST, the membranes were incubated with HRP‐conjugated secondary antibodies (Cell Signaling; #7074 or #7076, 1:3000) at room temperature for 1 h. Then, the blots were incubated using the EasySee western Blot Kit (Transgen Biotech, China) to visualize the immunoreactive bands. Densitometric analysis was performed using ImageJ software version 1.38e (NIH, USA).

### RNA extraction, cDNA synthesis, and quantitative RT-PCR

Total RNA extraction and quantitative reverse transcription polymerase chain reaction were performed as previously described^19^. Briefly, total RNA was extracted from renal tissues or cultured cells using TRIzol reagent (Invitrogen, Shanghai, China) and reverse transcribed using the HiScript II 1st Strand cDNA Synthesis Kit (Vazyme R212–01, Nanjing, China). Real-time PCR was performed using the QuantStudio3 system with AceQ Universal SYBR qPCR Master Mix (Vazyme Q511–02, Nanjing, China). All data were normalized to the expression of the Ubc gene. The sequences of the PCR primers are provided in Table S1.

### Statistical analysis

The in vitro experiments were performed three times with triplicate samples for each individual experiment. Data obtained from the animal study were obtained from five to eight mice. All data are expressed as the mean ± SEM. Comparisons among groups were performed using one-way ANOVA, followed by Duncan’s multiple range test for differences between two groups; Student’s *t* test was used when appropriate. A value of *p* < 0.05 was considered significant.

## Supplementary information

Supplemental information

Table supplemental 1

# Supplementary material for: FGF1ΔHBS ameliorates chronic kidney disease via PI3K/AKT mediated suppression of oxidative stress and inflammation
**Source:** Cell Death Dis. 2019 Jun 12;10(6):464. doi: 10.1038/s41419-019-1696-9
**Supplement:** Supplementary file 1 — Supplemental information

**SUPPLYMENTARY INFORMATION**

# FGF1^△HBS^ Ameliorates Chronic Kidney Disease via PI3K/AKT Mediated Suppression of Oxidative Stress and Inflammation

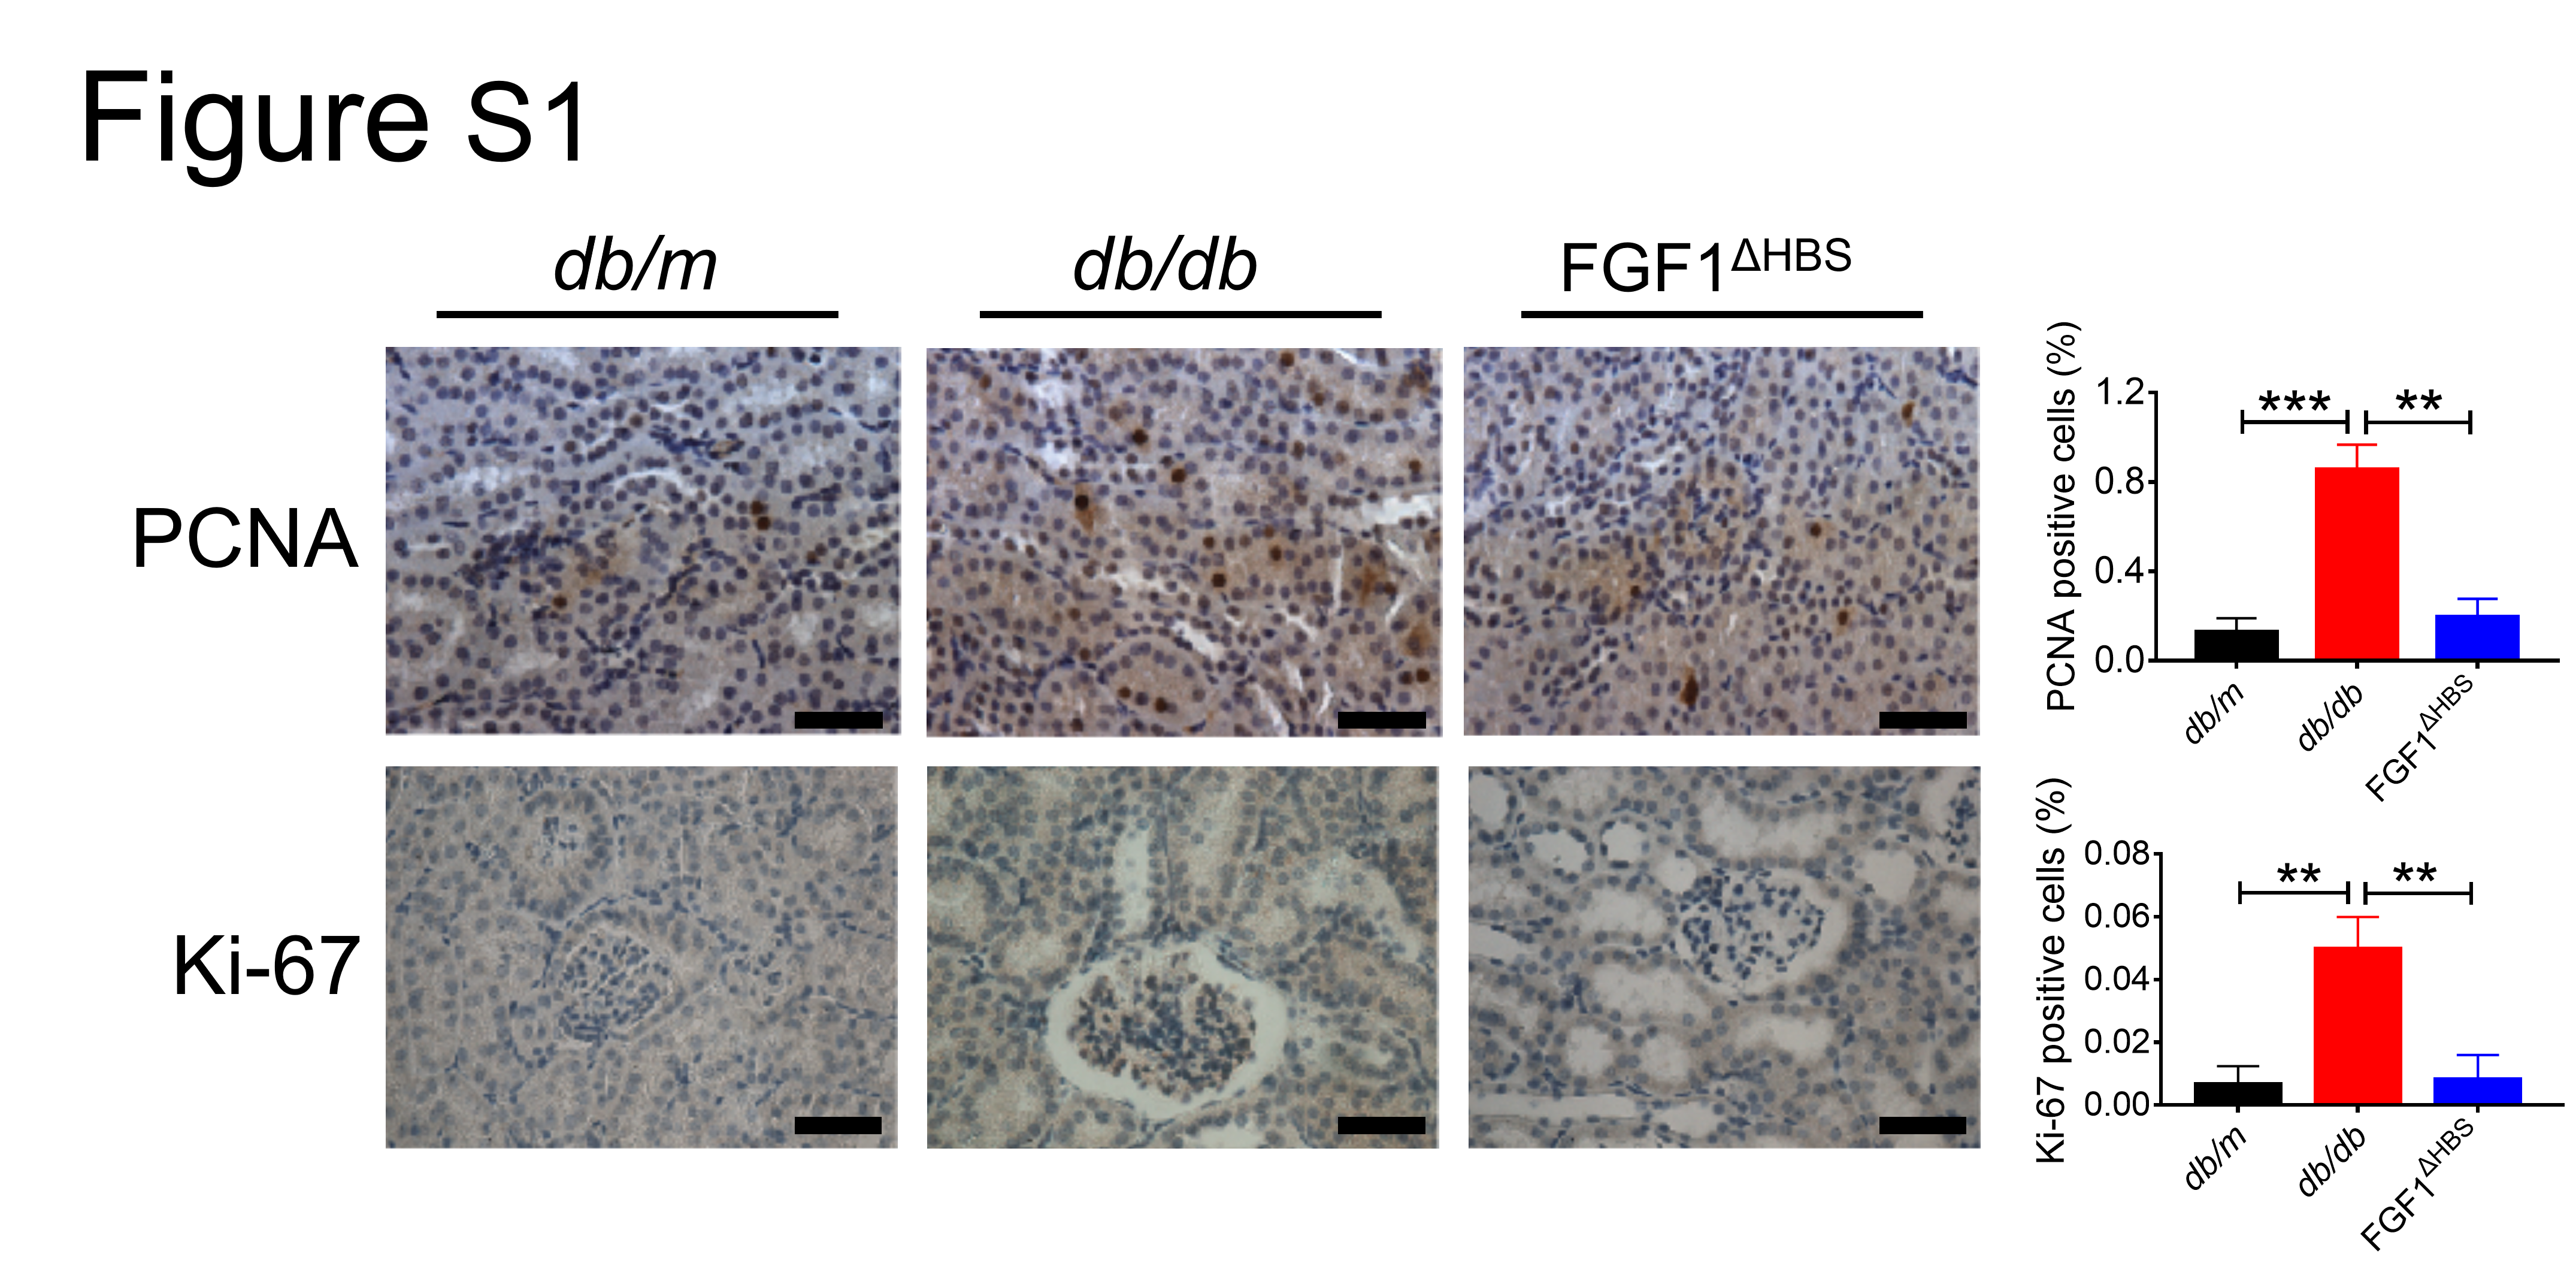

**Figure S1. Mitogenic activity of rFGF^ΔHBS^ on renal tissues of *db/db* mice.** Immunohistochemical staining with antisera to PCNA or Ki-67 in the renal tissue of *db/db* mice after 12 weeks of chronic administration of rFGF1^ΔHBS^ (0.5 mg/kg body weight) or control vehicle. Data are presented as the mean ± SEM (n = 8); ***p*<0.01, ****p*<0.001*.* Scale bars, 50 μm.

**
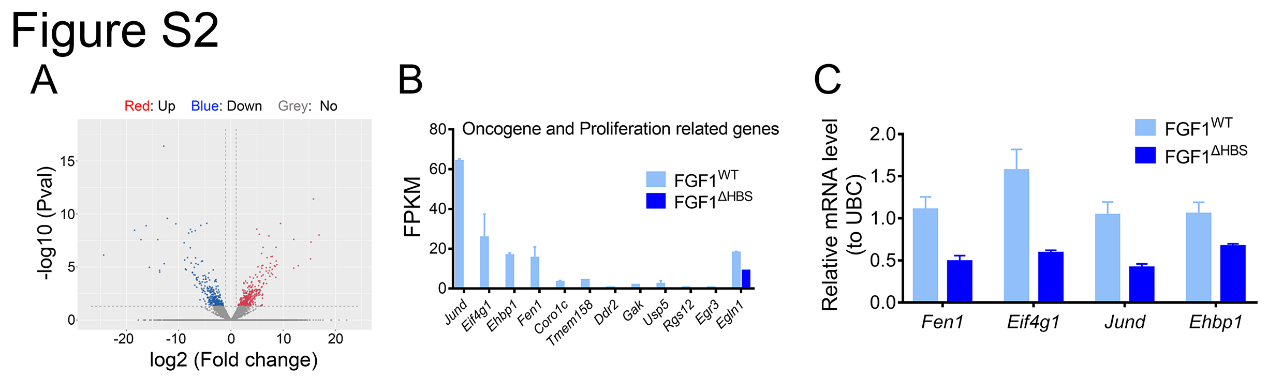
**

**Figure S2. rFGF1^ΔHBS^ displays reduced ability to activate proliferative genes.**  **(A)** Global distribution of expressed genes as revealed by volcano plots with adjusted Pval to label Y axis. **(B)** FPKM of selected genes related to proliferation (q<0.05 and fold change (FC) ≥ 2 or ≤ 0.5)**. (C)** Real-time PCR analysis of *Fen1*, *Eif4g1*, *Jund* and *Ehbp1* mRNAs in mouse podocyte treated with HG (25 mM), HG plus rFGF1^WT^ (100 ng/mL) or HG plus rFGF1^ΔHBS^ (100 ng/mL).

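Between rFGF1 ΔHBS and rFGF1 WT, 37 genes passed the threshold, 19 higher and 18 lower with rFGF1 ΔHBS (limma, Benjamini-Hochberg), and 514 genes had an unadjusted p under 0.05. A library at 0 was present for 17 of the 37 genes (45.9%), and the fit of only those genes above 0 in all 6 libraries gave 13 genes. Without the 2-fold limit, 58 genes had an adjusted p under 0.05. Among genes past the threshold without a 0, the largest increases were those of *Timp3* (log2 fold change 2.33), *Rbbp9* (1.87) and *Ube2g1* (1.62), and the largest decreases those of *Med26* (-1.75), *Hoxa5* (-1.56) and *Mxd4* (-1.35). The adjusted p of *Hoxa5* was 0.0188, or 0.0533 without the filter and 0.0719 with 4 libraries. *Timp3*, which encodes an inhibitor of metalloproteinases, had 47.8 FPKM under HG, 8.17 with rFGF1 WT and 45.1 with rFGF1 ΔHBS. Of the genes plotted in Fig. S2b, *Eif4g1* had 99.1 FPKM under HG, 135 with rFGF1 WT and 139 with rFGF1 ΔHBS, a log2 fold change of 0.04 (adjusted p = 0.910) between the proteins. *Fen1* had 30.6 FPKM under HG, 29.9 ± 10.2 (SD, n = 2) with rFGF1 WT and 25.3 with rFGF1 ΔHBS (log2 fold change -0.19, adjusted p = 0.937). Its change was 0.15 without the first rFGF1 WT library and -0.54 without the second. *Coro1c* had 21.3 FPKM under HG, 29.3 ± 16.3 (SD, n = 2) with rFGF1 WT and 18.3 with rFGF1 ΔHBS (log2 fold change -0.54, adjusted p = 0.910). Its change was -1.11 without the first rFGF1 WT library and 0.04 without the second. *Usp5*, which the table merges with *Tpi1*, had 70.2 FPKM under HG, 60.0 with rFGF1 WT and 65.9 ± 14.2 (SD, n = 2) with rFGF1 ΔHBS (log2 fold change 0.12, adjusted p = 0.939). Its change was 0.34 without the first rFGF1 ΔHBS library and -0.10 without the second. *Gak* (0.00, adjusted p = 1) and *Rgs12* (0.07, adjusted p = 0.910) did not reach an adjusted p of 0.05, and the sign of *Gak* changed with the scaling. *Ddr2* and *Egr3* stayed below the filter, and without it their changes were 0.03 (adjusted p = 1) and -0.59 (adjusted p = 0.428).

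**Figure D3:**
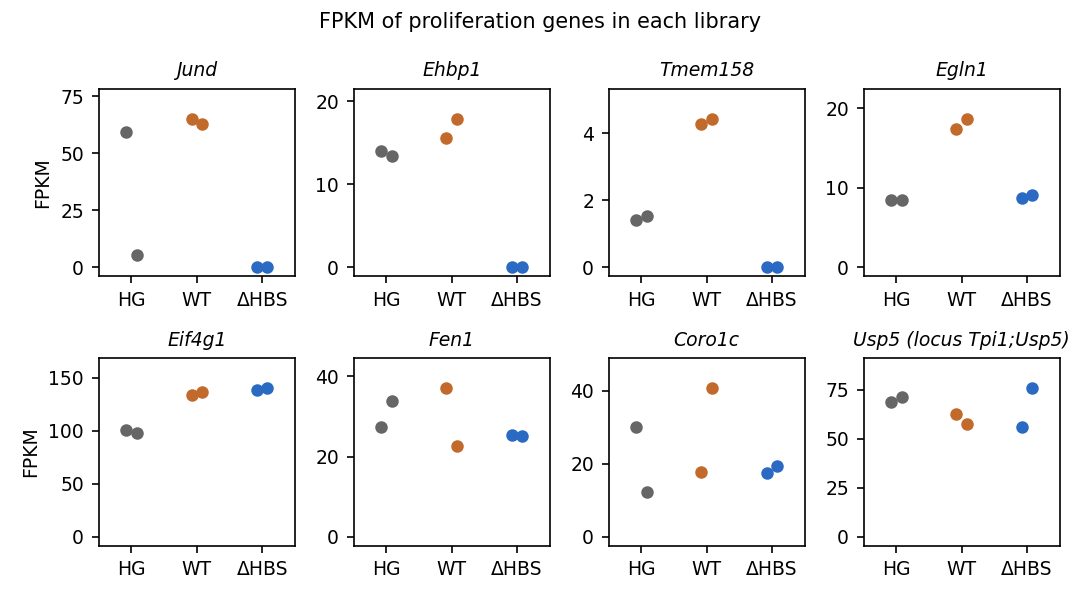
FPKM of 8 proliferation genes of Fig. S2 in each of the 6 libraries, with 1 point per library and separate linear axes that include 0. *Jund*, *Ehbp1* and *Tmem158* sit at 0 in both rFGF1 ΔHBS libraries, and the points of *Eif4g1*, *Fen1*, *Coro1c* and *Usp5* with rFGF1 ΔHBS lie within or near the range of the other groups.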

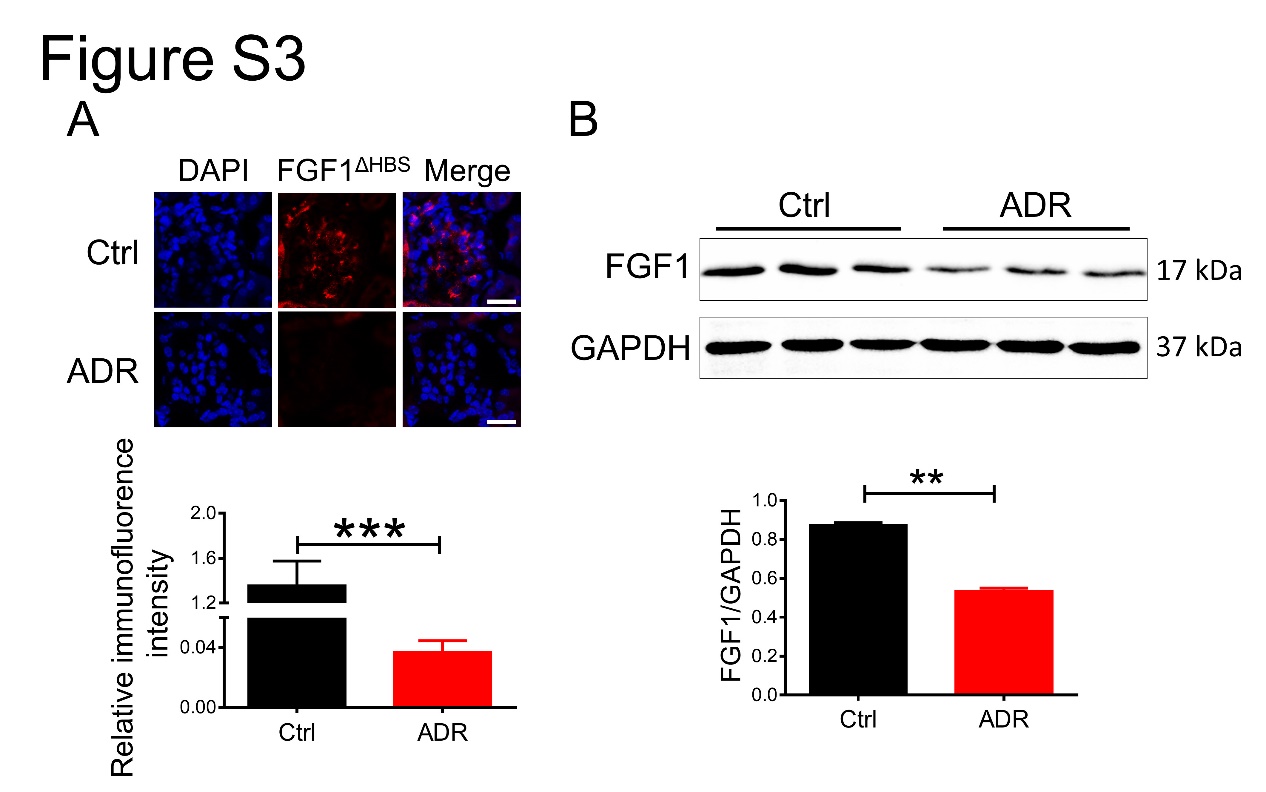
**Figure S3. FGF1 is decreased in renal tissues of ADR- induced nephropathy mice. (A, B)** Analysis of renal tissue from ADR-induced (10.5 mg/Kg body weight) nephropathy mice. **(A)** Immunofluorescence staining of FGF1(red); Scale bars, 50 μm. **(B)** Protein expression of FGF1 as determined by Western blot analysis (upper panel) and quantitation using ImageJ software (lower panel). Data are presented as the mean ± SEM (n = 8). ***p*<0.01, ****p*<0.001*.*

**
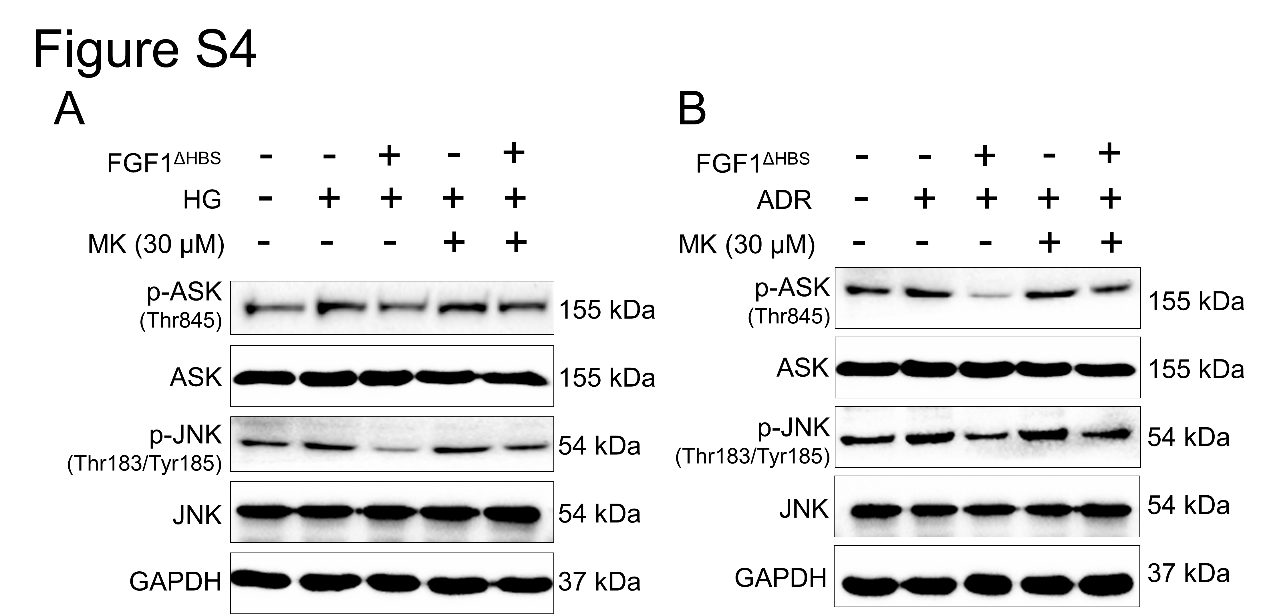
Figure S4. AKT suppresses HG-induced ASK1 and JNK activations. (A, B)** Phosphorylation levels of ASK and JNK in mouse podocytes pretreated with rFGF1^ΔHBS^ (100 ng/mL) or rFGF1^△HBS^ plus MK-2206 (30 μM) for 1 hr and exposed to high glucose (HG, 25mM) (A) or adriamycin (0.5 μg/mL) (B) for additional 12 hrs as determined by Western blot analysis.

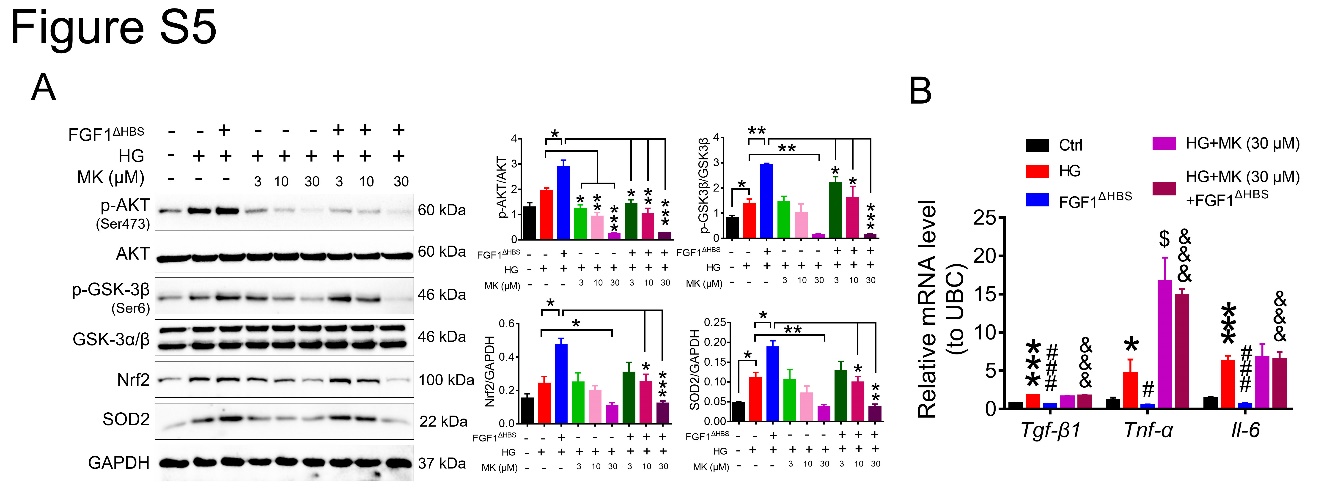

**Figure S5. AKT mediates the anti-oxidative and anti-inflammatory capacity of FGF1^ΔHBS^ on mouse podocyte cells under high glucose challenge.** Analysis of mouse podocytes pretreated with rFGF1^ΔHBS^ (100 ng/mL) or rFGF1^△HBS^ plus MK-2206 (3, 10, or 30 μM) for 1 h and exposed to either low glucose (LG) or high glucose (HG) (25 mM) for additional 12 hrs. **(A)** Phosphorylation levels of AKT and GSK-3β and protein expressions of Nrf2, NQO1 and SOD2 as determined by Western blot analysis (left panel) and quantitation using ImageJ software (right panel). **(B)** Real-time PCR analysis of expression of *TGF-β1, Tnf-α,* and *IL-6* mRNAs. Data from three independent measurements are presented as the mean ± SEM. Panel A, **p* < 0.05, ***p* < 0.01, ****p* < 0.001; panel B, **p* < 0.05, ****p* < 0.001 vs Ctrl; ^#^*p* < 0.05, ^###^*p* < 0.001 vs HG; ^$^*p* < 0.05 vs HG; ^&&&^*p* < 0.001 vs HG+FGF1^ΔHBS^.

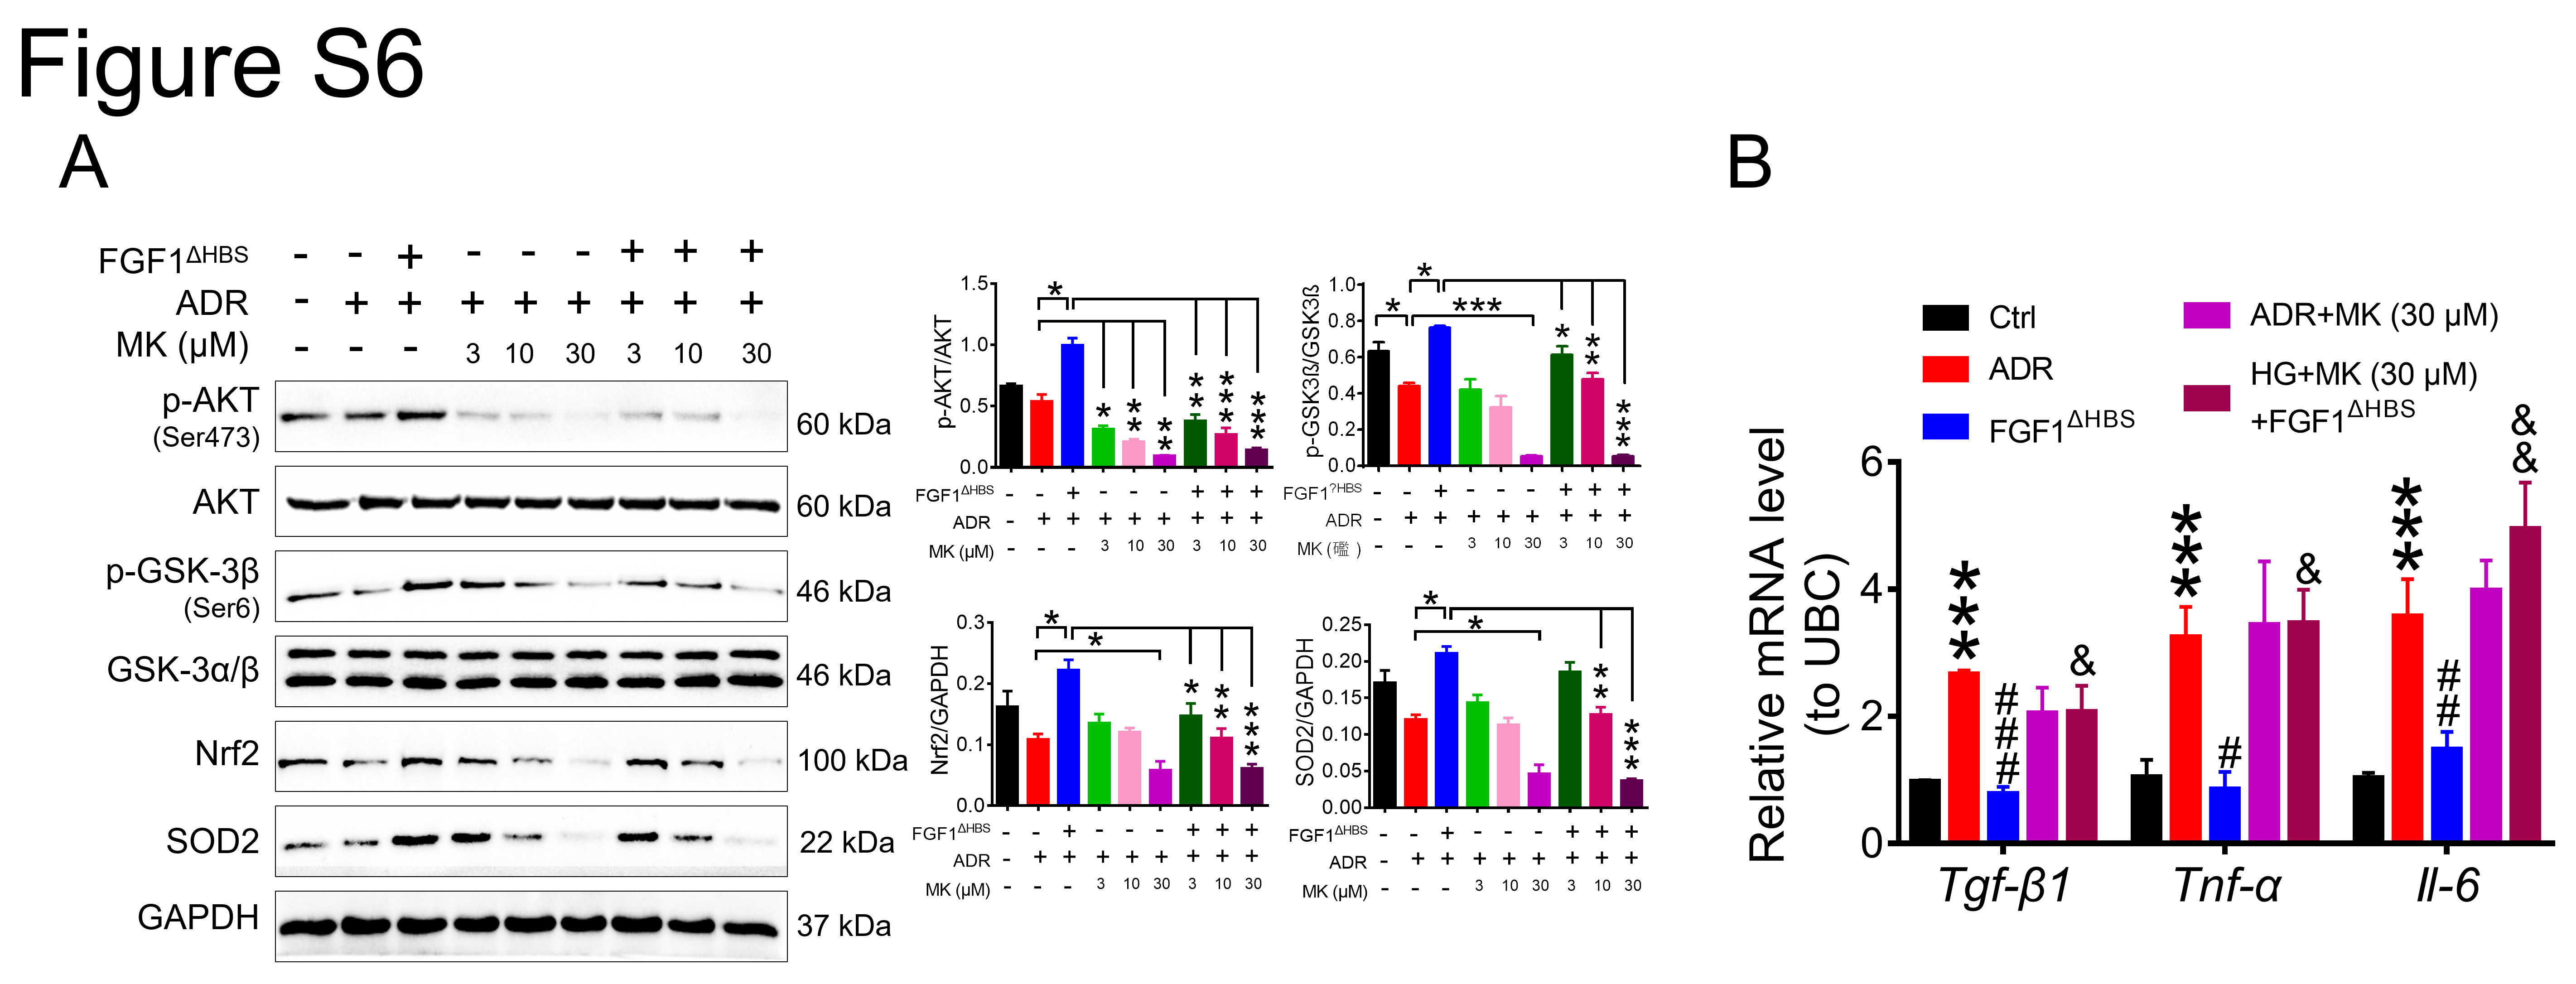

**Figure S6.** **AKT mediates the anti-oxidative and anti-inflammatory capacity of FGF1^ΔHBS^ on mouse podocyte cells under adriamycin** **challenge.** Analysis of mouse podocytes pretreated with rFGF1^ΔHBS^ (100 ng/mL) alone or rFGF1^△HBS^ (100 ng/mL) plus MK-2206 (3, 10, or 30 μM) for 1 hr and exposed to ADR (0.5 μg/mL for 12 hrs). **(A)** Phosphorylation levels of AKT and GSK-3β and protein expressions of Nrf2, NQO1 and SOD2 as determined by Western blot analysis (left panel) and quantitation using ImageJ software (right panel); **(B)** Real-time PCR analysis of expression of *TGF-β1, Tnf-α,* and *IL-6* mRNAs. Data from three independent measurements are presented as the mean ± SEM. Panel D, **p* < 0.05, ***p* < 0.01, ****p* < 0.001; panel E, ^***^*p* < 0.001 vs Control; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001 vs HG; ^&^*p* < 0.05; ^&&^*p* < 0.001 versus HG+FGF1^ΔHBS^*.*

**
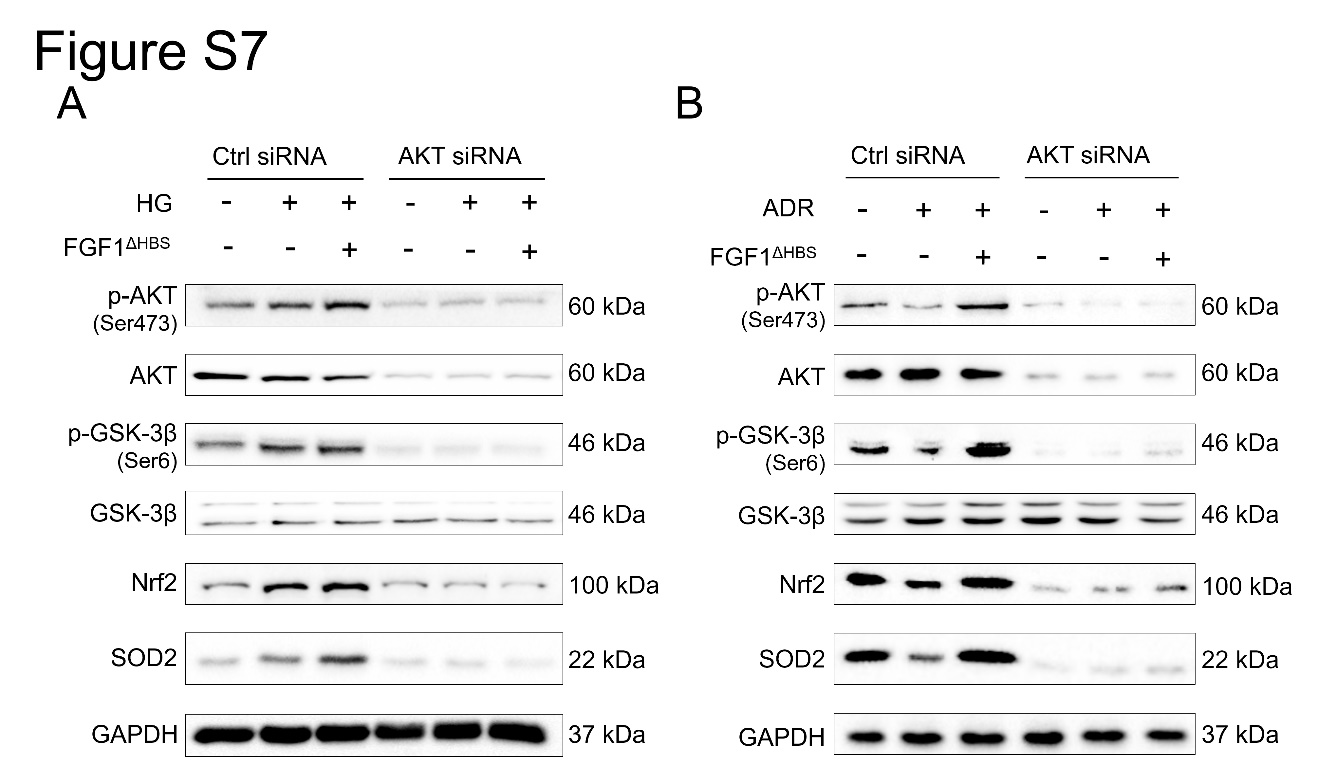
**

**Figure S7. AKT mediates the anti-oxidative capacity of FGF1^ΔHBS^ on mouse mesangial cells.** Cells were transfected with control or AKT siRNA, pretreated with rFGF1^ΔHBS^ (100 ng/mL) for 1 hr and incubated with high glucose (HG, 25 mM) (A) or adriamycin (0.5 μg/mL) (B) for additional 12 hrs. **(A, B)** Phosphorylation levels of AKT and GSK-3β and protein expression of Nrf2 and SOD2 as determined by Western blot analysis.

# Supplementary material for: FGF1ΔHBS ameliorates chronic kidney disease via PI3K/AKT mediated suppression of oxidative stress and inflammation
**Source:** Cell Death Dis. 2019 Jun 12;10(6):464. doi: 10.1038/s41419-019-1696-9
**Supplement:** Supplementary file 2 — Table supplemental 1

**Table S1.** Primers used in this study

| Primer Name | Sequence (5’->3’) |
| --- | --- |
| Sod2-F | CAGACCTGCCTTACGACTATGG |
| Sod2-R | CTCGGTGGCGTTGAGATTGTT |
| Nqo1-F | ATGGGAGGTGGTCGAATCTGA |
| Nqo1-R | GCCTTCCTTATACGCCAGAGATG |
| Nfe2l2-F | TCTTGGAGTAAGTCGAGAAGTGT |
| Nfe2l2-R | GTTGAAACTGAGCGAAAAAGGC |
| Cat-F | TGGCACACTTTGACAGAGAGC |
| Cat-R | CCTTTGCCTTGGAGTATCTGG |
| Catalase-F | TGGCACACTTTGACAGAGAGC |
| Catalase-R | CCTTTGCCTTGGAGTATCTGG |
| Ehbp1-F | CAGCGTGTGGGAAAACATGC |
| Ehbp1-R | TGTCCAAACAACCACCAGTTTA |
| Fen1-F | CATCAAGCCTGTGTACGTCTT |
| Fen1-R | TGGGTGCATCAAGGTAAGGGA |
| Eif4g1-R | TGTTCTCGGTGCTCTTCCATC |
| Eif4g1-F | AAGACCTCATCTCGCATCCG |
| Jund-F | CCATCGACATGGACACGCAA |
| Jund-R | CAGCTCGGTGTTCTGGCTTT |
| G6pc2-F | CAGGAGGACTACCGGACTTAC |
| G6pc2-R | TCAACTGAAACCAAAGTGGGAA |
| Foxo3-F | CTGGGGGAACCTGTCCTATG |
| Foxo3-R | TCATTCTGAACGCGCATGAAG |
| Bcl2l1-F | AGGCGATGAGTTTGAACTGC |
| Bcl2l1-R | TGAAGCTGGGATGTTAGATCACT |
| Lama1-F | CAGCGCCAATGCTACCTGT |
| Lama1-R | GGATTCGTACTGTTACCGTCACA |
| Il-33-F | TCCAACTCCAAGATTTCCCCG |
| Il-33-R | CATGCAGTAGACATGGCAGAA |
| Cxcl12 -F | TGCATCAGTGACGGTAAACCA |
| Cxcl12 -R | TTCTTCAGCCGTGCAACAATC |
| Lbp-F | GATCACCGACAAGGGCCTG |
| Lbp-R | GGCTATGAAACTCGTACTGCC |
| Il-6-F | TAGTCCTTCCTACCCCAATTTCC |
| Il-6-R | TTGGTCCTTAGCCACTCCTTC |
| Il-1β-F | GCAACTGTTCCTGAACTCAACT |
| Il-1β-R | ATCTTTTGGGGTCCGTCAACT |
| IL17rb-F | AGCCGACTATTCAGTGTGGC |
| IL17rb-R | GTCTTGACGAGTTCCACTTGG |
| Fn1-F | GCAGTGACCACCATTCCTG |
| Fn1-R | GGTAGCCAGTGAGCTGAACAC |
| Acta2-F | CCCAACTGGGACCACATGG |
| Acta2-R | TACATGCGGGGGACATTGAAG |
| Tnf-α-F | GACGTGGAACTGGCAGAAGAG |
| Tnf-α-R | TTGGTGGTTTGTGAGTGTGAG |
| Tgf-β1-F | CTCCCGTGGCTTCTAGTGC |
| Tgf-β1-R | GCCTTAGTTTGGACAGGATCTG |
| Ubc-F | GCCCAGTGTTACCACCAAGA |
| Ubc-R | CCCATCACACCCAAGAACA |

How the deposited data were processed for this re-analysis (not part of the article)

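Messenger RNA was measured by RNA-Seq in 6 libraries of MPCs, in 3 groups of 2, all in HG: without FGF1, with rFGF1 WT and with rFGF1 ΔHBS. Each library was assigned to its group and replicate by its labels, which name the treatment and match the study's methods. The authors made poly(A) libraries, sequenced paired ends, and deposited FPKM, for which their methods name edgeR as the tool that summarized the values, with limits of q under 0.05 and 2-fold for differential expression. The deposited table also gives the KEGG pathways of each locus, and the authors tested these with Fisher's exact test and the χ² test. The paper's text does not name the aligner, the assembler, the build or the annotation. No column of reads was used, so filters, alignment and transcript assembly are as the authors ran them.

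The table holds 24469 loci, none of them at 0 in every library; 70 have no gene name and were kept, and where a symbol had several loci the one with the highest mean FPKM was used. Positions, exon numbers, GC content and transcript lengths were taken from GENCODE M21 (GRCm38) through the Ensembl transcripts of each locus, of which 99.6% were found. Fragments of paralogs, of overlapping genes and of merged loci may be divided between loci in ways the table does not show, and the paper's text does not say whether strand was used.

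From the FPKM, log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with lmFit, contrasts and eBayes with a trend, for 3 comparisons over the 10562 loci with a mean FPKM of at least 1. Thresholds were a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of 1. Pathways with at least 10 tested genes entered a two-sided Fisher's exact test. Camera used an inter-gene correlation of 0.01 on the moderated statistics, with fry as its alternative. Camera compares a set with the other tested genes, whereas fry tests its members alone, so their p answer different questions. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. On simulated data with 200 changed genes among 10562, limma called 165 of them (82.5%). It called 5 unchanged genes (2.94% of calls) and 0 in a comparison with no change. The median ratio of fitted to true change was 0.995. Each changed gene moved by more than 2-fold, with independent normal noise, so these rates do not describe smaller changes. Camera was checked on simulated sets, and it picked out a set of raised genes but not a set of unchanged genes. In a separate simulation 60 members of a pathway were raised, 51 of which limma called. Fisher's exact test picked out that pathway, as did fry, which was run on that set alone. Camera was not run on that pathway.

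Depth is unknown from FPKM. Relative depth was read from 36 to 46 low values of FPKM times transcript length per library. Of these, 65.2% to 84.8% lay on a step read as single covered bases, against 5.40% to 5.61% by chance. With 2 libraries per group, precision rests on 3 residual degrees of freedom shared by the groups.

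Genes named in the text are those the study names from these libraries, members of the gene lists past the threshold or used as examples, and the 3 largest increases and decreases per comparison among genes past the threshold and above 0 in all 6 libraries. The example genes *Ccl2*, *Ccl7*, *Ptgs2*, *Dusp6*, *Spry4*, *Etv5*, *Phlda1*, *Bmf*, *Actb*, *Vcam1* and *Cxcl10* were chosen after their values were seen, and the result of 1 other gene is not reported here. The 13 gene lists were those of Fig. 3a, Fig. 3b, Fig. 3d and e, Fig. 7 and Fig. S2, 6 pathway lists (Nrf2 targets, inflammatory NF-κB genes, interferon response, cell cycle, ERK response and FOXO targets), housekeeping genes and podocyte markers, all of them written down before the data were examined, although the study chose those of its figures on these libraries. The pathway lists were adjusted over 6 lists per comparison. The KEGG ribosome biogenesis pathway was singled out after its values were seen.

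The 14 alternatives were another pseudocount (0.1), no filter or a filter at a mean FPKM of 5, only genes above 0 in all libraries, median-ratio scaling, quantile normalization, only the 4 libraries compared, robust empirical Bayes, a replicate block, no 2-fold limit, a background of all tested genes, fry, and fits that left out each library in turn, done once for genes and once for list medians. Ranges of the adjusted p of single genes over the alternatives leave out the replicate block. Real-time PCR, protein and mouse experiments of the paper are not analysed here.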

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

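The ERK, FOXO and interferon lists, their camera tests and the alternatives to these were set before the data were examined. Of the other tests in this part, all but that of the ERK genes against the scaling were chosen after the results were seen. Each pattern is a shift of a whole gene set against the HG or rFGF1 WT libraries, in genes that the paper does not report on as a set.

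The first pattern is a rise of 16 tested ERK response genes, which growth factor signalling through the MAP kinase ERK induces. Their median log2 fold change was 1.12 with rFGF1 WT and 1.18 with rFGF1 ΔHBS, with 15 of 16 genes higher in each comparison (camera, adjusted p = 1.28e-11 and 9.35e-12) and fry adjusted p of 0.000375 and 0.000379. Over all alternatives, the adjusted p reached at most 0.000375 and 0.000379. Among the members, *Spry4* rose from 0.0579 to 1.58 and 1.63 FPKM, *Etv5* from 0.532 to 8.02 and 8.33, and *Phlda1* from 16.3 to 41.4 and 42.0 (limma adjusted p = 0.0159 and 0.0164, or 0.0524 and 0.0523 with 4 libraries), while *Dusp6* had 18.1 ± 11.6 FPKM (SD, n = 2) with rFGF1 ΔHBS and did not reach an adjusted p of 0.05 (0.179 and 0.0882, limma). The study's own figures hold 4 of the list's genes (*Ccnd1*, *Etv4*, *Etv5* and *Spry4*), and the other 12 tested members had medians of 0.91 and 0.89, with 11 higher in each comparison. The scaling of the libraries is argued against by the lowest median under both scalings, 1.14. A difference in depth is argued against by the relative depth of the FGF1 libraries over the HG libraries, 1.00. Zeros are argued against because 0 tested members had a library at 0. GC content and transcript length are argued against because the median nearest to 0 was 1.09 once their trends were removed. As a hypothesis, FGF1 receptor signalling through ERK may raise these genes with both proteins, and a difference between the proteins was not detected (median 0.01, camera adjusted p = 0.775, and 8 genes higher and 8 lower), with medians from -0.04, without the second rFGF1 ΔHBS library, to 0.06, without the first.

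FOXO target genes, which the kinase AKT represses through FOXO factors, were lower. The median of 14 tested genes was -0.47 with rFGF1 WT (12 lower, camera adjusted p = 0.0142, fry 0.000375) and -0.40 with rFGF1 ΔHBS (11 lower, camera adjusted p = 0.0273, fry 0.000379). The adjusted p ranged up to 0.167 and 0.153 over the alternatives, at the filter for a mean FPKM of 5, which leaves fewer members. The member past the threshold was *Bmf* with both proteins, from 13.0 FPKM under HG to 1.51 and 1.52, and without it, since the heat map of the study holds it, the medians of the other 13 members were -0.45 and -0.38. The scaling is argued against by the highest median under both scalings, -0.36, and GC content and length by -0.47 once their trends were removed. That AKT activity lowers these genes is a hypothesis, and it may also be that other pathways do so; neither was tested.

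Interferon response genes were lower with rFGF1 ΔHBS, with a median of -0.18 against HG (14 of 19 lower, camera adjusted p = 0.0161, fry 0.000379) and of -0.11 against rFGF1 WT (14 of 19 lower, camera adjusted p = 0.0112, fry 0.0257). At a mean FPKM of at least 5 these adjusted p were 0.153 and 0.0931, the highest of their alternatives. The heat map of the study holds 3 of the list's genes (*Ifi47*, *Ifit2* and *Ifit3*), and the other 17 tested members had medians of -0.11 in both comparisons, with 12 lower. With rFGF1 WT against HG the median was -0.14 (camera adjusted p = 0.171, fry 0.00187), or -0.0892 without the second rFGF1 WT library. The 17 tested members outside the heat map had a median of -0.0597 in this comparison, with 7 higher and 10 lower. The scaling is argued against by a median of -0.11 or lower in both comparisons under both scalings, and GC content and length by -0.10 once their trends were removed. These cells are grown in interferon gamma before they differentiate, so leftover interferon may differ between cultures, which the table does not test.

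Genes of the KEGG ribosome biogenesis pathway, singled out because their camera p was the lowest of 283 pathways in both comparisons with HG, rose by a median of 0.18 with rFGF1 WT (54 of 71 higher, camera adjusted p = 2.96e-08, fry 0.0289) and 0.26 with rFGF1 ΔHBS (58 of 71 higher, camera adjusted p = 7.69e-09, fry 0.0208). Over the alternatives the adjusted p stayed between 2.11e-11 and 0.0289 and between 2.47e-12 and 0.0208. Of these genes, 16 and 18 had an adjusted p under 0.05 in limma, and 16 and 17 of them were higher. The scaling is argued against by the lowest median under both scalings, 0.21, and GC content and length by 0.16 once their trends were removed. As a hypothesis, growth factor signalling may raise ribosome production with both proteins, and between them the median was 0.03 (camera adjusted p = 0.997).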

How the results depend on the processing

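The alternatives for the KEGG ribosome biogenesis pathway were chosen only after its result was seen. List directions were set by the sign of the median after it was seen that camera's own direction changed between settings for the cell-cycle genes. It was also up against a negative median for Nrf2 targets and cell-cycle genes with rFGF1 ΔHBS and for the PI3K-Akt pathway with both proteins, and none of these reached an adjusted p of 0.05 where the signs differed.

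The counts of genes past the threshold moved with the filter, the pseudocount and the 2-fold limit. A mean FPKM of at least 5, which tests 6954 loci, left 69 genes with rFGF1 WT and 18 between the proteins, and 64 with rFGF1 ΔHBS. Genes above 0 in all 6 libraries left 13 between the proteins, and 89 and 84 against HG. Between the proteins, 17 of the 37 genes have a 0 and are not tested there, and the other 7 that were lost had adjusted p of 0.0527 to 0.0593 in that fit. A pseudocount of 0.1 gave 152 and 151 against HG and 40 between the proteins. Without the 2-fold limit the counts were 654, 661 and 58. Robust empirical Bayes, both scalings and no filter kept each count within 1.5 times, and no scaling moved the share of higher genes by over 10 points, the largest move being to 44.7% from 51.4% between the proteins under quantile normalization. Only the 4 libraries compared gave 101, 105 and 46 genes, of which 76, 67 and 23 were among those of the fit over 6 libraries. When each library was left out in turn, 100 to 103 of the 107 genes with rFGF1 WT, 87 to 92 of the 95 with rFGF1 ΔHBS and 36 to 37 of the 37 between the proteins kept a change of 2-fold. The median of all genes shifted by less than 0.1 under each scaling.

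Libraries with the same replicate number did not deviate together, with correlations of the deviations of -0.0212, 0.0980 and -0.0467 over the 3 pairs of groups, so the numbers do not pair the samples. A replicate block, which spends a residual degree of freedom, gave 39 genes with rFGF1 WT, 36 with rFGF1 ΔHBS and 6 between the proteins, and a PI3K-Akt odds ratio of 12.3 (adjusted p = 0.0546) with rFGF1 ΔHBS. Of the 102 fits of named genes with the block, 49 were no longer past an adjusted p of 0.05, which is not read as a weaker effect.

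The PI3K-Akt enrichment with rFGF1 WT reached an adjusted p under 0.05 at a mean FPKM of at least 5 (odds ratio 7.26, adjusted p = 0.0265, range 0.0265 to 0.393 over the alternatives). With rFGF1 ΔHBS the adjusted p rose above 0.05 at a pseudocount of 0.1 (odds ratio 3.75, adjusted p = 0.114) and under median-ratio scaling and quantile normalization (odds ratio 5.15, adjusted p = 0.0692), with a range of 0.00614 to 0.114. Between the proteins the odds ratio was 0 under a pseudocount of 0.1, no filter, a mean FPKM of at least 5, genes above 0 only, median-ratio scaling, quantile normalization, only the 4 libraries and the replicate block, since no annotated gene past the threshold was in the pathway. The median of the pathway changed sign, to 0.0248 (mean FPKM of at least 5) and 0.00485 (median-ratio scaling) with rFGF1 WT, and to 0.000472 (no filter), 0.0177 (mean FPKM of at least 5), 0.0253 (median-ratio scaling) and 0.00610 (quantile normalization) with rFGF1 ΔHBS; the cause was not tested.

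Of the lists, Nrf2 targets with rFGF1 WT passed an adjusted p of 0.05 with no filter (0.0503, adjusted p = 0.0275, range 0.0275 to 0.173), and with rFGF1 ΔHBS changed sign under median-ratio scaling (0.0104) and quantile normalization (0.00428). Interferon genes with rFGF1 WT passed it under fry (-0.14, adjusted p = 0.00187, range 0.00187 to 0.369), and did not at a mean FPKM of at least 5 with rFGF1 ΔHBS (-0.20, adjusted p = 0.153) and between the proteins (-0.11, adjusted p = 0.0931). FOXO targets did not pass it at a mean FPKM of at least 5 with rFGF1 WT (-0.37, adjusted p = 0.167) and rFGF1 ΔHBS (-0.40, adjusted p = 0.153), and passed it between the proteins under fry (0.0166, adjusted p = 0.0282, range 0.0282 to 0.991). Signs near 0 changed for cell-cycle genes with rFGF1 ΔHBS (0.00850, median-ratio scaling), and between the proteins for NF-κB genes (0.0103, mean FPKM of at least 5) and ERK genes (-0.00401, quantile normalization). Fewer tested genes and fewer list members are the construction of the filter at 5; for the rest the cause was not tested.

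When each library was left out in turn, list medians with rFGF1 WT ranged from 0.00652 to 0.105 for Nrf2 targets (0.00652 without the second and 0.105 without the first rFGF1 WT library), 0.0319 to 0.180 for NF-κB genes (0.0319 without the second and 0.180 without the first rFGF1 WT library), -0.147 to -0.0892 for interferon genes (-0.0892 without the second rFGF1 WT library), -0.0598 to 0.00789 for cell-cycle genes (0.00789 without the second HG library), 1.01 to 1.25 for ERK genes and 0.18 to 0.22 for ribosome biogenesis. With rFGF1 ΔHBS they ranged from -0.121 to 0.0932 for Nrf2 targets (-0.121 without the second and 0.0932 without the first rFGF1 ΔHBS library), -0.0269 to 0.0780 for NF-κB genes (-0.0269 without the second rFGF1 ΔHBS library), -0.249 to -0.14 for interferon genes, -0.0732 to -0.00861 for cell-cycle genes (-0.0732 without the second HG and -0.00861 without the second rFGF1 ΔHBS library) and 0.22 to 0.28 for ribosome biogenesis. Between the proteins they ranged from -0.0835 to 0.00988 for Nrf2 targets (0.00988 without the first rFGF1 ΔHBS library), -0.0630 to 0.00491 for NF-κB genes (-0.0630 without the second rFGF1 ΔHBS and 0.00491 without the first rFGF1 WT library), -0.154 to -0.0930 for interferon genes and -0.0159 to 0.00994 for FOXO targets (-0.0159 without the first rFGF1 WT library). Ribosome biogenesis moved beyond its replicate spread without the first HG library, to 0.22 with both proteins.

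The correlation of the effects of the proteins moved to 0.591 at a pseudocount of 0.1 and 0.679 among genes above 0 in all 6 libraries, and the number of genes listed at 0 to 124 at a mean FPKM of at least 5 and 9226 with no filter. *Prkaa2* with rFGF1 WT changed sign to 0.0215 under median-ratio scaling and 0.0454 under quantile normalization, and *Gak* between the proteins to -0.00389 and -0.00636. Of 804 fits of the results for named genes, 733 kept their direction and their side of an adjusted p of 0.05, 61 no longer passed it, 6 newly passed it and 4 changed sign, and 3 of the 456 fits that each left out a library moved beyond the replicate spread. The unknown depth of the libraries limits what can be said about genes below the filter, such as *Nqo1*, *Nox4*, *Il17rb* and *G6pc2*.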

Differences from the paper's values

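Values in the paper's plots were read by eye, 85 in all, and 73 did not differ by more than 1.5 times and the replicate spread. The 12 that did are given first, and of the alternatives set before the data were examined those not named left each difference in place.

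For *Il33* under HG the paper shows about 0.8 FPKM in Fig. 3b, read by eye, against 0.481 here, and 0.572 without the first HG library no longer differed. For *Il17rb* the paper shows about 0.4 with rFGF1 WT and about 0.4 with rFGF1 ΔHBS in Fig. 3b, against 0.135 and 0.197 here, and no alternative closed the gap. For *Prkaa2* with rFGF1 WT the paper shows about 3.5 in Fig. 7a, against 1.25 here, and no alternative closed the gap.

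In Fig. S2b the paper shows *Eif4g1* at about 26 with rFGF1 WT and about 0 with rFGF1 ΔHBS, against 135 and 139 here. It shows *Fen1* at about 16 and about 0, against 29.9 and 25.3, and without the first rFGF1 WT library the rFGF1 WT value of 22.7 no longer differed. It shows *Coro1c* at about 3.7 and about 0, against 29.3 and 18.3, and without the second rFGF1 WT library the rFGF1 WT value of 17.8 differed from the paper's by less than the replicate SD. It shows *Usp5* at about 2.7 and about 0, against 60.0 and 65.9 for the locus that merges it with *Tpi1*. Apart from the values named, no alternative closed these gaps. The values here are those of whole loci, single transcripts were not analysed here, and the legend of Fig. S2 does not say which of them it plots.

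The paper lists *Nox4* among the signals that both proteins raised, and its FPKM here fell, to 0.0948 and 0.134 from 0.270. The paper gives *Sod2* and *Nqo1* as raised, and here neither reached an adjusted p of 0.05, *Sod2* in any of the fits made and *Nqo1* in the fit without the filter, the one that tested it. The paper gives *Il17rb* as lowered, and here it was tested only without the filter, where it fell (adjusted p = 0.0277 and 0.0374). The paper gives *Ifngr2* as lowered by both, and here it did not reach an adjusted p of 0.05, except with rFGF1 ΔHBS in the fit of only the 4 libraries compared (adjusted p = 0.0415, range over the alternatives 0.0415 to 0.249). In Fig. 3b *Ifngr2* is lower with rFGF1 WT than with rFGF1 ΔHBS, and here it is lower with rFGF1 ΔHBS, 22.9 against 32.3. The paper gives the PI3K/AKT pathway as upregulated by both proteins, and here its median was -0.03 and -0.01 and changed sign under some alternatives. Camera gave its direction as up in both comparisons, without an adjusted p under 0.05. Of its members with an adjusted p under 0.05, 17 of 30 rose with rFGF1 WT and 18 of 29 with rFGF1 ΔHBS. Its enrichment with rFGF1 ΔHBS had an adjusted p under 0.05 (range 0.00614 to 0.114 over the alternatives). The enrichment with rFGF1 WT had an adjusted p of 0.178, or 0.0265 at a mean FPKM of at least 5 (range 0.0265 to 0.393 over the alternatives). Of the genes in Fig. S2 that the paper gives as lower with rFGF1 ΔHBS, *Jund* had an adjusted p of 0.345, or 0.00296 with only the 4 libraries compared (range 0.00296 to 0.474 over the alternatives), and *Eif4g1*, *Fen1*, *Coro1c*, *Usp5*, *Gak* and *Rgs12* did not reach an adjusted p of 0.05 in any of the fits made, nor did *Ddr2* and *Egr3*, which were tested only without the filter (adjusted p = 1 and 0.428). The paper describes inflammatory genes as induced by HG, which was not measured because libraries at normal glucose were not analysed here.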

Other observations

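Tests of the zeros in this part were chosen only after the results were seen, and those of the replicate noise were written first.

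Of the 290 tested loci with a library at 0, 260 have an annotation, and 230 of these (88.5%) have only single-exon transcripts, against 2.33% of the 10134 annotated loci above 0 in all libraries. This is consistent with the loss of single-exon genes in the transcript assembly or quantification, a candidate explanation that the table cannot trace to a step. Of the 70 loci with 2 libraries at 0, 16 had both in one group (22.9%), where chance gives 20%, which argues against the treatments switching these genes off as their general cause. Between rFGF1 ΔHBS and rFGF1 WT, 17 of the 37 genes past the threshold (45.9%) had a library at 0, so zeros may account for part of that list; 13 genes past the threshold among genes above 0 in all 6 libraries argue against zeros as its only source. *Jund* and *Tmem158* have a single exon, and the *Ehbp1* locus at 0 could not be matched to GENCODE. Whether these genes fell to 0 in the cells was not tested.

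Replicates of one group differed by 2-fold or more, or had a library at 0, at 795 of the 6954 loci with a mean FPKM of at least 5 (11.4%). The 124 loci with a library at 0 are all counted, also where both replicates are at 0. Counting noise is argued against as the whole cause because 7.36% of loci with a mean FPKM of at least 50 differed so, against 11.8% at 5 to 50. Of the 44 loci counted at a mean of at least 50, 11 had a library at 0. Poor libraries are argued against because the percent of loci was 5.46, 5.67 and 5.39 in the 3 groups, a ratio of 1.05 between highest and lowest. Loci with identifiers of assembled transcripts differed more often than those with Ensembl identifiers (14.5% after weighting to the same FPKM, against 5.51%), though only 7 of the 127 latter did. Fragments assigned to different assembled transcripts are a candidate explanation, and no biological explanation was tested.

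*Actb* had 968 FPKM under HG, 1743 with rFGF1 WT and 1615 with rFGF1 ΔHBS (log2 fold change against HG 0.86, adjusted p = 0.0450, and 0.74, adjusted p = 0.0574, limma with Benjamini-Hochberg adjustment). Its adjusted p with rFGF1 WT was above 0.05 without the filter (0.187), under quantile normalization (0.309) and with 4 libraries (0.0918), and that with rFGF1 ΔHBS was 0.0489 at a mean FPKM of at least 5 (range 0.0489 to 0.230). The 20 housekeeping genes had median log2 fold changes of 0.01, -0.05 and -0.01 in the 3 comparisons.

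Inflammatory NF-κB genes, of which 17 were tested, had a median of 0.11 with rFGF1 WT (camera adjusted p = 0.187), 0.07 with rFGF1 ΔHBS (adjusted p = 0.541) and -0.02 between the proteins (adjusted p = 0.374). The first of these was 0.180 without the first rFGF1 WT library and 0.0319 without the second, the next -0.0269 without the second rFGF1 ΔHBS library, and the last 0.00491 without the first rFGF1 WT library. Members went both ways. *Ccl2* rose by 0.88 (adjusted p = 0.0451) and 0.89 (adjusted p = 0.0432), *Ptgs2* by 0.67 (adjusted p = 0.0308) and 0.63 (adjusted p = 0.0345), and *Ccl7* by 0.81 (adjusted p = 0.0636) and 0.90 (adjusted p = 0.0499). Without the filter on low FPKM these adjusted p were 0.0877 and 0.0809 for *Ccl2*, 0.0659 and 0.0710 for *Ptgs2*, and 0.117 and 0.0928 for *Ccl7*, and in the fit of 4 libraries they were 0.0795 and 0.0748 for *Ptgs2*, 0.0935 for *Ccl2* with rFGF1 ΔHBS and 0.108 for *Ccl7* with rFGF1 ΔHBS, which also had 0.0527 at a pseudocount of 0.1 and 0.0517 under robust empirical Bayes. Their ranges over the alternatives were 0.0384 to 0.0877 and 0.0375 to 0.0935 for *Ccl2*, 0.0229 to 0.0795 and 0.0255 to 0.0748 for *Ptgs2*, and 0.0555 to 0.128 and 0.0429 to 0.108 for *Ccl7*. *Vcam1* fell by 0.39 (adjusted p = 0.0414) and 0.41 (adjusted p = 0.0376), and *Cxcl10* fell by 0.29 (adjusted p = 0.0796) and 0.55 (adjusted p = 0.0231). The adjusted p of *Vcam1* were 0.0880 and 0.0791 without the filter and 0.0896 and 0.0819 in the fit of 4 libraries (ranges 0.0378 to 0.0896 and 0.0361 to 0.0819), and that of *Cxcl10* with rFGF1 ΔHBS was 0.0589 in the fit of 4 libraries (range 0.0201 to 0.0589, and 0.0699 to 0.130 with rFGF1 WT). Nrf2 targets had a median of 0.04 with rFGF1 WT (adjusted p = 0.0928) and -0.05 between the proteins (adjusted p = 0.486), which were 0.105 without the first rFGF1 WT library and 0.00988 without the first rFGF1 ΔHBS library. Cell-cycle genes had a median of -0.05 with rFGF1 WT (adjusted p = 0.710) and -0.03 with rFGF1 ΔHBS (adjusted p = 0.918, with camera's direction up), which were 0.00789 and -0.0732 without the second HG library. The 8 tested podocyte markers had medians of 0.33, 0.34 and 0.04. Of the KEGG pathways, camera gave an adjusted p under 0.05 to 6 with rFGF1 WT, 8 with rFGF1 ΔHBS and 1 between the proteins, and fry to 56, 52 and 0, with 13 at an unadjusted fry p under 0.05 between the proteins. All 6 and all 8 of these camera calls held under fry in the same direction, and the 1 between the proteins, the KEGG pathway Ribosome (camera adjusted p = 0.00424), did not (fry adjusted p = 0.863).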
